# Acquisition of suppressive function by conventional T cells limits anti-tumor immunity upon T_reg_ depletion

**DOI:** 10.1126/sciimmunol.abo5558

**Published:** 2023-12-15

**Authors:** Sarah K. Whiteside, Francis M. Grant, Giorgia Alvisi, James Clarke, Leqi Tang, Charlotte J. Imianowski, Baojie Zhang, Alexander C. Evans, Alexander J. Wesolowski, Alberto G. Conti, Jie Yang, Sarah N. Lauder, Mathew Clement, Ian R. Humphreys, James Dooley, Oliver Burton, Adrian Liston, Marco Alloisio, Emanuele Voulaz, Jean Langhorne, Klaus Okkenhaug, Enrico Lugli, Rahul Roychoudhuri

## Abstract

Regulatory T (T_reg_) cells contribute to immune homeostasis but suppress immune responses to cancer. Strategies to disrupt T_reg_ cell-mediated cancer immunosuppression have been met with limited clinical success, but the underlying mechanisms for this failure are poorly understood. By modeling T_reg_ cell-targeted immunotherapy in mice, we find that CD4^+^ Foxp3^−^ conventional T (T_conv_) cells acquire suppressive function upon depletion of Foxp3^+^ T_reg_ cells, limiting therapeutic efficacy. Foxp3^−^ T_conv_ cells within tumors adopt a T_reg_ cell-like transcriptional profile upon ablation of T_reg_ cells and have a similar capacity to suppress T cell activation and proliferation *ex vivo*. Suppressive activity is enriched among CD4^+^ T_conv_ cells marked by expression of C-C motif receptor 8 (CCR8), which are found in mouse and human tumors. Upon T_reg_ cell depletion, CCR8^+^ T_conv_ cells undergo systemic and intratumoral activation and expansion, and mediate IL-10 dependent suppression of anti-tumor immunity. Consequently, conditional deletion of *Il10* within T cells augments anti-tumor immunity upon T_reg_ cell-depletion in mice, and antibody blockade of IL-10 signaling synergizes with T_reg_ cell depletion to overcome treatment resistance. These findings reveal a secondary layer of immunosuppression by T_conv_ cells released upon therapeutic T_reg_ cell depletion and suggest that broader consideration of suppressive function within the T cell lineage is required for development of effective T_reg_ cell-targeted therapies.

## Introduction

Immune checkpoint blockade therapies targeting the inhibitory receptors PD-1 and CTLA-4 on T_conv_ cells have revolutionized the treatment of advanced cancer (1–5). However, only a minority of patients with a subset of cancers respond to existing therapies (6–8), necessitating development of mechanistically distinct modes of immunotherapy. T_reg_ cells play a critical role in suppressing endogenous and immunotherapy-driven anti-tumor immunity (9–14). High relative ratios of T_reg_ cells to CD4^+^ or CD8^+^ T_conv_ cells within tumors are associated with poor prognoses in patients with a variety of cancers, including ovarian cancer (15, 16), breast cancer (17), non-small cell lung carcinoma (18), hepatocellular carcinoma (19), renal cell carcinoma (20), pancreatic cancer (21), gastric cancer (22), cervical cancer (23), intrahepatic cholangiocarcinoma (24) and colorectal carcinoma (25). Foxp3^+^ T_reg_ cells also powerfully contribute to immunotherapy resistance, including to immune checkpoint inhibitor therapy (18, 26–28). There is intense medical interest in therapeutically depleting T_reg_ cells or modulating their immunosuppressive function in cancer patients.

Despite abundant experimental evidence of the immunosuppressive role of T_reg_ cells in cancer, T_reg_ cell-targeted therapies have had limited success in the clinic. Agents developed for depletion of T_reg_ cells in humans have included daclizumab (Zenapax), a monoclonal antibody against CD25 which is expressed highly on the surface of most T_reg_ cells, denikeukin difitox (Ontak), an IL-2:diphtheria toxin fusion protein that targets T_reg_ cells through their ability to bind IL-2, and mogamulizumab, a depleting monoclonal antibody against CCR4, which is expressed by high frequencies of tumor-infiltrating T_reg_ cells (29). Daclizumab therapy failed to enhance the efficacy of a dendritic cell vaccine in metastatic melanoma patients (30), and only modestly increased immune response parameters in patients with glioblastoma (31) and breast cancer (32), while denikeukin difitox treatment failed to induce clinical responses in metastatic melanoma patients (33). Mogamulizumab therapy lacked anti-tumor efficacy in advanced cancer patients (34), likely attributable to concomitant depletion of activated CD4^+^ and CD8^+^ T_conv_ cells expressing CCR4 (35). Lack of clinical efficacy despite depletion of T_reg_ cells in many cases indicates a need to discern the basis for treatment failure of T_reg_ cell-targeted therapies.

In this study, we sought to better understand mechanisms of treatment failure of T_reg_ cell-targeting cancer immunotherapies. We systematically evaluated the consequence of experimental T_reg_ cell ablation on T_conv_ cells within tumors. Whereas CD4^+^ and CD8^+^ T_conv_ cells were markedly transcriptionally distinct from T_reg_ cells under steady-state conditions, T_reg_ cell ablation caused T_conv_ cells to adopt a T_reg_ cell-like transcriptional profile, upregulating expression of molecules associated with T_reg_ cell suppressive function. Consistent with acquisition of a T_reg_ cell-like transcriptional profile, Foxp3^−^ T_conv_ cells from T_reg_ cell-depleted animals acquired a potent ability to suppress T_conv_ activation and proliferation *in vitro*, attributable to the expansion and activation of a subset of T_conv_ cells marked by expression of CCR8. This subset of suppressive T_conv_ cells was found to be enriched in both murine and human tumors, and its suppressive function was dependent upon IL-10. Consequently, conditional deletion of *Il10* specifically within T cells, and blockade of IL-10 receptor (IL-10R) signaling during T_reg_ cell depleting immunotherapy reversed treatment failure and resulted in enhanced tumor clearance. These findings indicate that compensatory suppression by T_conv_ cells limits efficacy of T_reg_ cell-targeted therapeutic depletion and suggests that broader consideration of suppressive activity within the T cell lineage will be required for development of more effective therapies.

## Results

### T_reg_ cell ablation causes T_conv_ cells to adopt a T_reg_ cell-like transcriptional profile

T_reg_ cell depletion has had limited success in cancer patients with advanced disease. To better understand mechanisms underlying treatment failure in the context of therapeutic T_reg_ cell ablation, we utilized *Foxp3*^EGFP-DTR^ mice, which express human diphtheria toxin receptor (DTR) and enhanced green fluorescent protein (EGFP) under the transcriptional control of the endogenous *Foxp3* gene. Administration of diphtheria toxin (DTx) to *Foxp3*^EGFP-DTR^ mice enables selective depletion of Foxp3^+^ T_reg_ cells (36). We subcutaneously implanted syngeneic B16-F10 melanoma cells into *Foxp3*^EGFP-DTR^ mice and ablated T_reg_ cells through administration of DTx. Early T_reg_ cell ablation (before tumors were palpable) resulted in incomplete rejection of primary tumors, whereas T_reg_ cell depletion in mice with established tumors had little discernible effect upon tumor growth (Fig. 1A), despite near complete ablation of Foxp3-expressing T_reg_ cells within the systemic and intratumoral compartments of DTx-treated mice (Fig. 1B).

To understand mechanisms of treatment resistance, we first examined the consequence of T_reg_ cell ablation on the transcriptional profiles of CD4^+^ and CD8^+^ T_conv_ cells within tumors. Surprisingly, although intratumoral *Foxp3*^EGFP−^ CD4^+^ and CD8^+^ T_conv_ cells were markedly transcriptionally distinct from *Foxp3*^EGFP+^ T_reg_ cells under steady-state conditions, T_reg_ cell depletion caused *Foxp3*^EGFP−^ T_conv_ cells to adopt a T_reg_ cell-like transcriptional profile. We noted that a large proportion of genes specifically enriched within tumor-associated T_reg_ cells compared with CD4^+^ T_conv_ cells (|FC| > 4, *q* < 0.05) under steady-state conditions were induced at high levels within CD4^+^ or CD8^+^ T_conv_ cells upon T_reg_ cell ablation (Fig. 1C and 1D; Data file S1). Clusters A and B comprised intratumoral T_reg_ cell-associated genes upregulated in both CD4^+^ and CD8^+^ T_conv_ cells upon T_reg_ cell ablation; Cluster C contained intratumoral T_reg_ cell-associated genes whose expression was upregulated exclusively in CD8^+^ T_conv_ cells; Cluster D included intratumoral T_reg_ cell-associated genes whose expression was upregulated exclusively in CD4^+^ T_conv_ cells; Cluster E comprised a limited set of T_reg_ cell-specific transcripts that were not expressed at high relative levels in CD4^+^ or CD8^+^ T_conv_ cells, including *Foxp3, Lrrc32, Ikzf2, Runx2*, and *Ctla4*. Similarly, a substantial fraction of transcripts highly expressed within intratumoral T_conv_ cells compared with T_reg_ cells were downregulated within T_conv_ cells upon T_reg_ cell ablation. (Fig. S1; Data file S2). Consistent with these observations, hierarchical clustering analysis of Pearson distances between global transcriptional profiles of samples revealed that intratumoral CD4^+^ and CD8^+^ T_conv_ cells from T_reg_ cell-depleted animals clustered more strongly with T_reg_ cells than T_conv_ cells from T_reg_ cell-sufficient animals (Fig. 1E). Moreover, differences in gene expression between CD4^+^ T_conv_ cells in the absence versus presence of T_reg_ cells were significantly positively correlated with differences in gene expression between intratumoral T_reg_ cells and CD4^+^ T_conv_ cells from T_reg_ cell-sufficient animals (Fig. 1F). Collectively, these results show that intratumoral T_conv_ cells adopt a T_reg_ cell-like transcriptional profile upon experimental ablation of T_reg_ cells *in vivo*.

### Ablation of T_reg_ cells promotes the induction of T_conv_ cell suppression

T_reg_ cells suppress the proliferation of naïve T_conv_ cells when co-cultured *in vitro* (37–39). Given their acquisition of a T_reg_ cell-like transcriptional profile, we asked whether T_conv_ cells develop suppressive function upon depletion of T_reg_ cells. To test this, we purified *Foxp3*^EGFP−^ CD4^+^ T_conv_ cells or *Foxp3*^EGFP+^ CD4^+^ T_reg_ cells by FACS from B16-F10-tumor bearing *Foxp3*^EGFP-DTR^ mice and incubated them with congenically distinct naïve CD4^+^ T_conv_ cells *in vitro* (Fig. 2A, Fig. S2). Strikingly, CD4^+^ T_conv_ cells from the tumors of mice whose T_reg_ cells had been ablated by administration of DTx profoundly suppressed the proliferation of naïve CD4^+^ T cell responders compared with CD4^+^ T_conv_ cells from tumors of animals with intact T_reg_ cell populations (Fig. 2B and C). The level of suppression was only marginally less than the level of suppressive activity of a similar number of intratumoral Foxp3^+^ T_reg_ cells. We observed lower levels of suppressive activity among splenic T_conv_ cells (Fig. S3A-B), suggesting that suppressive function was enriched in the tumor. In addition to suppressing T cell proliferation, T_conv_ cells from tumors of T_reg_ cell-depleted animals suppressed stimulation-driven induction of the activation marker CD44 on responder cells in contrast to T_conv_ cells from tumors of non-T_reg_ cell-depleted animals (Fig. 2D and E). T_conv_ cells from T_reg_ cell-depleted animals expressed similar levels of the co-inhibitory molecules TIGIT, TIM-3 and GITR to intratumoral T_reg_ cells (Fig. 2F and G). They also expressed higher levels of CTLA-4 and ICOS compared to CD4^+^ T_conv_ cells from tumors with intact T_reg_ cell populations. Acquisition of suppressive function by T_conv_ cells was not an artefact of DTx treatment, since administration of DTx to *Foxp3*^EGFP-DTR^ and control *Foxp3*^EGFP^ mice resulted in induction of potent suppressive activity only among CD4^+^ T_conv_ cells from *Foxp3*^EGFP-DTR^ animals, whose T_reg_ cells are sensitive to DTx treatment (Fig. S3C-D). Thus, upon T_reg_ cell ablation, CD4^+^ T_conv_ cells within tumors acquire transcriptional and functional characteristics of T_reg_ cells.

### T_reg_ cell depletion results in activation and expansion of CCR8^+^ T_conv_ cells

To understand whether changes in the transcriptional and functional properties of bulk populations of T_conv_ cells in the absence of T_reg_ cells were driven by specific subpopulations, we performed scRNA-Seq of bulk T cell populations sorted by FACS from B16-F10 melanoma tumors of DTx- and PBS-treated *Foxp3*^EGFP-DTR^ animals at day 16 after tumor implantation. Single-cell gene expression data were clustered using Seurat and global transcriptional differences between cells were visualized in two-dimensional space using Uniform Manifold Approximation and Projection (UMAP). *k*-means clustering revealed the presence of 8 transcriptionally distinct clusters of cells (Fig. 3A). Clusters 2 and 3 were enriched in control samples, whereas Clusters 0, 1, 5 and 7 were enriched among T cells from tumors of T_reg_ cell-depleted animals (Fig. 3B and C). Enrichment analysis was used to determine which cell cluster was most responsible for the induction of T_reg_ cell-like gene expression within bulk RNA-Seq profiles of T_conv_ cells from T_reg_ cell-depleted animals. This revealed that Cluster 0 (present at a ~3:1 ratio in the DTx treatment condition) was most enriched in genes specifically upregulated by CD4^+^ T_conv_ cells upon DTx treatment (Fig. 3D). To define surface markers which would enable isolation of cells of Cluster 0, we performed an analysis of uniquely upregulated transcripts within each cluster. This analysis revealed that Cluster 0 cells express transcripts associated with T cell activation but which are also highly expressed by T_reg_ cells, including *Il2ra, Tigit* and *Tnfrsf4* (Fig. 3E and Data file S3). Strikingly, *Ccr8* mRNA expression was also upregulated in Cluster 0 cells upon depletion of T_reg_ cells, which was notable since we and others have shown that chemokine (C-C motif) receptor 8 (CCR8) marks highly suppressive T_reg_ cells under steady-state conditions within both murine and human tumors (40–44). A focused analysis of the CD4^+^ T cells in Cluster 0 revealed a sub-population of cells (subcluster 5) enriched in expression of transcripts encoding proteins associated with Th2 differentiation, including *Ccr8, Gata3, Maf* and *Il10*, and suppressive/co-inhibitory function, including *Pdcd1, Tigit, Il10* and *Lag3* (Fig. S4, Data file S4). Accordingly, an analysis of the distribution of cells expressing *Ccr8, Il2ra, Tigit* and *Tnfrsf4* revealed that while in T_reg_ cell-replete animals, these markers are largely expressed by intratumoral of *Foxp3*^EGFP+^ T_reg_ cells, they became expressed by a subset of *Foxp3*^EGFP−^ CD4^+^ T_conv_ cells upon T_reg_ cell depletion (Fig. 3F and Fig. S5).

We therefore analyzed the expression of CCR8 on the surface of T_reg_ and T_conv_ cells in tumors and lymphatics of *Foxp3*^EGFP-DTR^ animals treated with PBS or DTx (Fig. 3G and H). We found that T_reg_ cell depletion increased the absolute number of CCR8^+^ T_conv_ cells within all tissues analyzed, including tumors, draining lymph nodes (dLN) and spleen, whereas the relative frequency of CCR8^+^ cells among total CD4^+^ *Foxp3*^EGFP−^ T_conv_ cells was increased within the spleens of T_reg_ cell-depleted animals, but not within dLN and tumors due to the absolute expansion of other CD4^+^ *Foxp3*^EGFP−^ T_conv_ cells subsets in these tissues upon T_reg_ cell depletion.

### CCR8 expression marks highly suppressive T_conv_ cells within tumors

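The identity of CCR8+ T_conv_ cells was examined in 8 bulk RNA-Seq libraries, 4 from CCR8+ and 4 from CCR8- CD4+ T_conv_ cells. The cells were sorted as EGFP-negative CD4+ cells from tumors of B16-F10, a transplantable mouse melanoma line, grown under the skin of *Foxp3* EGFP-DTR mice. In these mice T_reg_ cells carry EGFP and the human diphtheria toxin receptor, so that diphtheria toxin (DTx) kills them. DTx was given in 4 injections of 1 μg, the first on day 7 and the last on day 13 after implantation. The methods and the legend of Fig. 4A state that cells were taken on day 16, whereas the title of Data file S5 gives day 18. The replicates were isolated on the same day, and both populations carry the replicate numbers 1 to 4, but the paper's text does not state whether the same number stands for the same mouse. Libraries were made with a low-input kit that amplifies full-length cDNA from small amounts of RNA, and the authors aligned the reads to NCBIM37 with hisat2 and kept uniquely mapped reads. The authors deposited 1 normalized value for each of 11233 genes in each library, which is called a normalized count here. The methods name these values FPM, but the totals per library were between 11469410 and 14394101. Every value of a library was a whole multiple of its smallest value above 0, which is the value of 1 read, and this held for 100% of the values in all 8 libraries. The values are therefore read counts divided by a single factor per library, and the read counts could be recovered. They came to between 12232353 and 17802628 reads per library in CCR8- cells, with a median of 13364357, and to between 12067780 and 15910074 in CCR8+ cells, with a median of 14104078.5. At this depth, 3 reads corresponded to between 2.21 and 3.42 normalized counts, which covers counting error only, because amplified reads without molecular identifiers are not independent molecules. Between 8569 and 10882 genes were detected per library, with the fewest in CCR8- replicate 1. In that library 242 genes were at 0 that had at least 100 normalized counts in all 7 others, compared with 44 such genes in CCR8+ replicate 1, 36 in CCR8+ replicate 3 and 0 in each of the others. Because the values are not raw counts, differences were tested on log2(normalized count + 1) with limma's moderated test with an intensity trend, over the 11032 genes with a mean of at least 10, with Benjamini-Hochberg adjustment. All log2 fold changes are CCR8+ over CCR8- on this scale, which understates changes of genes with few reads. Exact permutation tests were two-sided over the 70 assignments of the labels to the libraries. With 4 libraries against 4 their smallest p is 0.0286, and within the 4 same-numbered pairs, with 16 swaps, it is 0.125. The gene positions given with these data are from the GENCODE M21 annotation of GRCm38, a later build than the one used for alignment, and serve only to locate the genes.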

To better understand the identity of CCR8^+^ T_conv_ cells, we purified CCR8^+^ and CCR8^−^ CD4^+^ T_conv_ cells by FACS from B16-F10 tumors of DTX-treated *Foxp3*^EGFP-DTR^ mice and subjected them to bulk RNA-Seq. CCR8^+^ T_conv_ cells were enriched in transcripts encoding molecules associated with both T cell activation such as *Tnfrsf9* (encoding 4-1BB) and T_reg_ cell suppressive function, including *Il2ra, Areg*, and *Il10* (Fig. 4A and Data file S5). 

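The transcript of the sorting marker separated the libraries. *Ccr8*, on chromosome 9 from 120092114 to 120094906, had 20104.5 ± 16630.4 normalized counts (SD, n = 4) in CCR8+ cells and 3546 ± 2284 (SD, n = 4) in CCR8- cells, a log2 fold change of 2.37 (standard error 0.62). Each CCR8+ library was above each CCR8- library (exact permutation test, p = 0.0286), while limma's adjusted p over all tested genes was 0.83. *Tnfrsf9*, on chromosome 4 from 150914562 to 150946102, had 11284 ± 3480.4 normalized counts (SD, n = 4) in CCR8+ and 3854 ± 1269 (SD, n = 4) in CCR8- cells, with a log2 fold change of 1.57 (standard error 0.30). Its 2 groups did not overlap either (exact permutation test, p = 0.0286), and limma's adjusted p was 0.788. *Areg* (chromosome 5, 91139599 to 91148432) had 11019 ± 9817 normalized counts (SD, n = 4) in CCR8+ and 3389.7 ± 872 (SD, n = 4) in CCR8- cells, a log2 fold change of 1.39 (standard error 0.44, exact permutation p = 0.0286). For *Il2ra* (chromosome 2, 11642807 to 11693193), the values were 5277 ± 4619 (SD, n = 4) and 1853 ± 707 (SD, n = 4) normalized counts, a log2 fold change of 1.25 (standard error 0.49) with overlapping groups (exact permutation test, p = 0.0857). *Il10* (chromosome 1, 131019845 to 131024974) showed the largest fold change of the 4 genes and the largest spread on the log2 scale (SD 2.07), with 6324 ± 7921 normalized counts (SD, n = 4) in CCR8+ and 546 ± 598 (SD, n = 4) in CCR8- cells, and a log2 fold change of 3.80 (standard error 1.09, exact permutation p = 0.0571). Its value was 24.6 in CCR8- replicate 1 and 18129.6 in CCR8+ replicate 3. CCR8+ replicate 3 was also far above the other CCR8+ libraries for *Il2ra* (12117 normalized counts) and *Areg* (25704). *Areg*, *Il2ra* and *Il10* each had a limma adjusted p of 0.838. All 4 genes and *Ccr8* were higher in the CCR8+ library of 4 of 4 same-numbered pairs. Adjusted over the 4 genes alone, limma's test gave adjusted p values of 0.00104 for *Tnfrsf9*, 0.0102 for *Il10*, 0.0116 for *Areg* and 0.027 for *Il2ra*. These genes come from the paper's own calls on these libraries, so the smaller family is not an independent test, and adjusted exact permutation p values over the 4 were between 0.0572 and 0.0857. Libraries with the same replicate number deviated together from their group means, with a mean correlation of 0.133 across genes against −0.04 for differently numbered libraries, and their pairing had the highest mean of the 24 possible. With the replicate number as a block, limma's adjusted p was 0.0524 for *Ccr8*, 0.658 for *Tnfrsf9*, 0.66 for *Il10* and 0.758 for *Il2ra* and *Areg*. Among the alternatives, *Il10* moved most, to a log2 fold change of 2.52 with library quality weights, which were chosen after seeing the data. With each replicate number left out in turn, its log2 fold change was between 2.72 and 4.47, and that of *Tnfrsf9* between 1.16 and 1.72. DESeq2's Wald test on the recovered reads, the test named in the paper's methods, gave adjusted p values of 0.00137 for *Tnfrsf9*, 0.0659 for *Areg*, 0.266 for *Il2ra* and 0.278 for *Il10*, and with the replicate block 7.3e-04, 0.0606, 0.0496 and 3.6e-05. The paper's adjusted p values in Data file S5 are 4.2e-04, 0.0481, 0.182 and 0.111 in the same order.

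**Figure D1:**
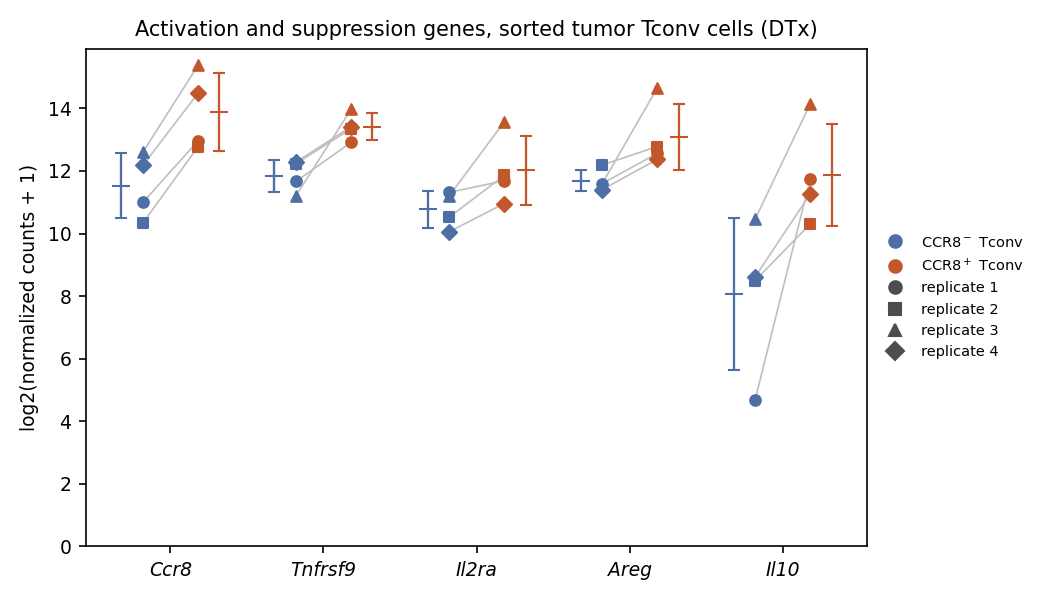
Normalized counts of the sorting marker and of the 4 genes on a log2(normalized count + 1) axis, with a symbol for each replicate number, gray lines between same-numbered libraries and bars for the mean ± SD of each group (n = 4). For *Tnfrsf9* the CCR8+ libraries lie between 7710.3 and 16052 normalized counts, all above the CCR8- libraries, and for *Il2ra* the groups overlap.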

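Genes associated with type 1 regulatory T (Tr1) cells were read at low to moderate levels in both populations. *Eomes* (chromosome 9, 118478212 to 118486132) had 25.3 ± 35.1 normalized counts (SD, n = 4) in CCR8+ and 127 ± 120.3 (SD, n = 4) in CCR8- cells, a log2 fold change of −2.04 (standard error 2.10). This rests on 116 and 523 reads over the 4 libraries of each group, and 118 of its 4155 exonic bases are shared with a gene on the other strand, which the counting could not tell apart unless it used strand. *Gzmk* (chromosome 13, 113171608 to 113225908) had 305 ± 350.4 (SD, n = 4) and 851 ± 809.9 (SD, n = 4) normalized counts, a log2 fold change of −2.58 (standard error 1.89). *Itga2* (chromosome 13, 114833081 to 114932100), which encodes CD49b, had 65.5 ± 83.7 (SD, n = 4) and 205 ± 77.9 (SD, n = 4), a log2 fold change of −3.21 (standard error 1.54). It was lower in the CCR8+ library of 4 of 4 same-numbered pairs (exact permutation test over all 8 libraries, p = 0.0571). *Eomes* and *Gzmk* were lower in 3 of 4 pairs, with exact permutation p values of 0.4 and 0.429. The 3 genes were at 0 in CCR8+ replicate 3, and *Eomes* also in CCR8- replicate 1. *Cd226* (chromosome 18, 89176967 to 89272229) was read evenly, with 1722 ± 154 (SD, n = 4) and 1597 ± 201 (SD, n = 4) normalized counts and a log2 fold change of 0.11 (standard error 0.20, exact permutation p = 0.457). CCR8- replicate 3 was below the other CCR8- libraries for this gene, at 1299 normalized counts. The log2 fold change was smaller than the SD between libraries for *Eomes*, *Gzmk* and *Cd226*, and larger for *Itga2* (SD 2.34 on the log2 scale). Adjusted over these 4 genes, limma's p values were between 0.244 and 0.588, and over all tested genes between 0.838 and 0.916, or between 0.758 and 0.87 with the replicate number as a block (mean correlation of same-numbered libraries 0.133). The mean log2 fold change of these 4 genes was −1.93 (exact permutation test, p = 0.2; within the same-numbered pairs, p = 0.25). It ranged from −2.89 to −0.54 when each replicate number was left out in turn, and the value closest to 0 came without replicate 3.

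**Figure D2:**
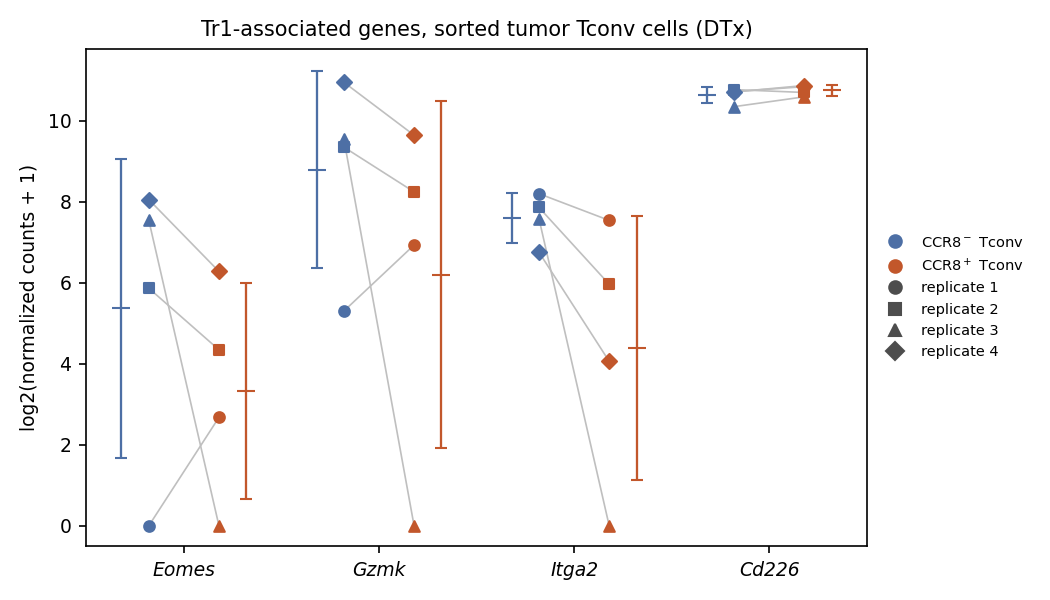
Normalized counts of 4 Tr1-associated genes on a log2(normalized count + 1) axis, with a symbol for each replicate number, gray lines between same-numbered libraries and bars for the mean ± SD of each group (n = 4). The CCR8+ and CCR8- libraries overlap for each of the 4 genes, and *Eomes*, *Gzmk* and *Itga2* are at 0 in CCR8+ replicate 3.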

Interestingly, CCR8^+^ T_conv_ cells were not enriched in transcripts associated with suppressive type 1 regulatory T cells (Tr1) such as *Eomes, Gzmk, Itga2* (encoding CD49b), *Ccr5*, or *Cd226*, suggesting that they are distinct from Tr1 cells. Gene set enrichment analysis (GSEA) of global gene expression differences between CCR8^+^ and CCR8^−^ T_conv_ cells revealed a negative enrichment of genes upregulated in *Foxp3*^−^ T_conv_ cells *vs Foxp3^+^* T_reg_ cells among CCR8^+^ T_conv_ cells compared with CCR8^−^ T_conv_ cells (Fig. 4B). 

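The paper's text does not list the members of the gene set used in Fig. 4B, so the gene lists of its own comparison of T_reg_ and T_conv_ cells were used. Data file S2 holds 385 genes that are lower in intratumoral T_reg_ cells than in T_conv_ cells by the paper's values, of which 240 were tested here. Their median log2 fold change between CCR8+ and CCR8- cells was −0.74, against 0.05 for the other 10792 genes, a shift of −0.79. Of the 240 genes, 70% were lower in CCR8+ cells, compared with 47.1% of the other genes. Some other assignments of the labels to the 8 libraries gave a shift as large (exact permutation test, p = 0.171; within the same-numbered pairs as a block, p = 0.25, with a mean correlation of same-numbered libraries of 0.133). In the 4 pairs it was −0.01, −0.38, −1.81 and −0.63, so that replicate 3 contributed most. Without replicate 3 the shift was −0.36, the smallest of those with a replicate number left out, which reached −1.00 without replicate 1. The opposite list, the 1229 genes of Data file S1 that are higher in T_reg_ cells by the paper's values, had 953 tested genes. Their median log2 fold change was 0.44 against 0.02 for the other 10079 genes, a shift of 0.42 (exact permutation test, p = 0.114; within the same-numbered pairs, p = 0.125). It was positive in 4 of 4 pairs, at 0.44, 0.50, 0.02 and 0.24, and 65.3% of the genes were higher in CCR8+ cells. The processing choice that moved these results most was a test with the gene rather than the library as its unit. When genes rather than libraries were permuted, which treats genes as independent, the normalized enrichment score was −2.60 for the genes of Data file S2 (permutation p = 2.9e-04) and 2.40 for those of Data file S1 (permutation p = 1.3e-04), and limma's camera test, which compares the moderated t of genes without permutation, gave p = 2.3e-08 and p = 3.5e-05.

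**Figure D3:**
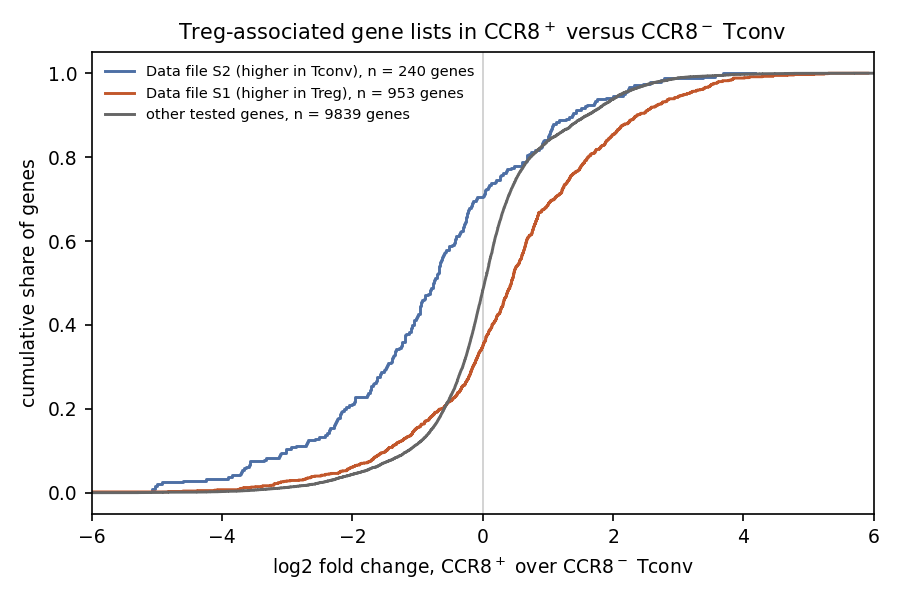
Cumulative share of genes (vertical axis) by log2 fold change between CCR8+ and CCR8- T_conv_ cells (horizontal axis) for the tested genes of Data file S2, those of Data file S1 and the tested genes of neither list. The curve of Data file S2, with a median of −0.74, lies to the left of the others below 0, and that of Data file S1, with a median of 0.44, to the right of the others above 0.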

Consistently, we observed that global differences in gene expression between CCR8^+^ and CCR8^−^ T_conv_ cells were positively correlated with global differences in gene expression between intratumoral T_reg_ and T_conv_ cells (Fig. 4C), further suggesting that CCR8^+^ *Foxp3*^−^ T_conv_ cells possess a T_reg_ cell-like transcriptional profile.

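The correlation was computed over the 1193 tested genes of Data files S1 and S2, for which the paper lists replicate values of T_reg_ and T_conv_ cells. It therefore covers genes the paper selected for a difference between T_reg_ and T_conv_ cells and not all genes. The log2 fold change of T_reg_ over T_conv_ cells of PBS-treated animals was taken from the paper's values, and that of CCR8+ over CCR8- cells from the 8 libraries. Across these genes, which are not independent replicates, Pearson's r was 0.27 (R2 = 0.0754) and Spearman's rho was 0.24. Both were larger in size than under every other assignment of the labels, apart from the fully reversed one (exact permutation test, p = 0.0286, the smallest possible). Within the same-numbered pairs as a block (mean correlation of same-numbered libraries 0.133), the exact permutation p was 0.125, which is also the smallest that design allows, and r was 0.09, 0.17, 0.25 and 0.18 in the 4 pairs. The relation lay between the lists and not within them, since r was 0.06 over the 953 genes of Data file S1 alone (exact permutation test, p = 0.371) and 0.01 over the 240 genes of Data file S2 alone (exact permutation test, p = 0.943). With each replicate number left out in turn, r was between 0.19 and 0.31. From the negative enrichment of genes higher in T_conv_ cells together with the positive correlation, the paper proposes that CCR8+ *Foxp3*- T_conv_ cells have a T_reg_ cell-like transcriptional profile.

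**Figure D4:**
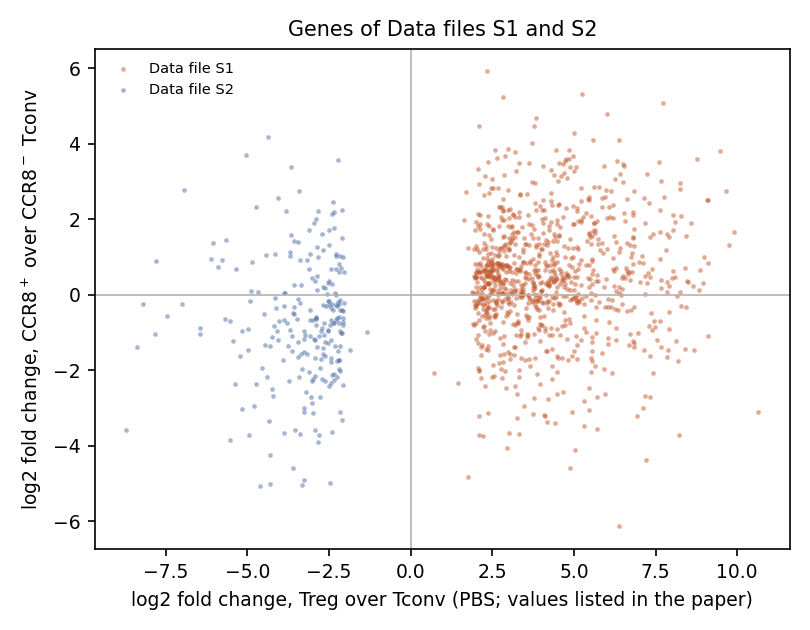
Log2 fold change of CCR8+ over CCR8- T_conv_ cells (vertical axis) against the log2 fold change of T_reg_ over T_conv_ cells from the paper's values (horizontal axis), with 1 point per gene for the genes of Data files S1 and S2. The points form a group on each side of 0 on the horizontal axis, and r over both groups together is 0.27.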

We compared the phenotype of CCR8^−^ and CCR8^+^ CD4^+^ T_conv_ cells from tumors of mice whose T_reg_ cells had been depleted by DTx with that of T_reg_ cells. Like T_reg_ cells, we found that CCR8^+^ CD4^+^ T_conv_ cells expressed high levels of CD25, OX40, GITR, TIGIT and LAG-3 compared to CCR8^−^ CD4^+^ T_conv_ cells (Fig. 4D and E). CCR8^+^ T_conv_ cells also expressed increased levels of the transcription factor GATA3, suggesting that they possess a Th2-like differentiation state. To test whether the accumulation of CCR8^+^ cells within intratumoral T_conv_ cell populations following T_reg_ cell ablation accounts for their increased suppressive activity, we separately sorted CCR8^+^ and CCR8^−^ *Foxp3*^EGFP−^ T_conv_ cells from the tumors of DTx-treated *Foxp3*^EGFP-DTR^ mice and assessed their ability to suppress naïve T_conv_ cell proliferation *in vitro*. Notably, suppressive function was enriched within the CCR8^+^ T_conv_ cell fraction, which were more capable of restricting proliferation of responder cells compared to the CCR8^−^ T_conv_ cell fraction (Fig. 4F and G). Taken together, these results suggest that CCR8 expression marks a subset of highly activated and suppressive T_conv_ cells which accumulate systemically and within tumors upon T_reg_ cell depletion.

### CD4^+^ FOXP3^−^ CCR8^+^ T_conv_ cells are found within tumors of NSCLC patients

In order to determine if CCR8^+^ FOXP3^−^ T_conv_ cells are enriched in human tumors, we analyzed CD4^+^ T cells from 48 patents with non-small cell lung carcinoma (NSCLC) by flow cytometry (Fig. S6). Similar to our observations in mouse, CCR8^+^ FOXP3^−^ T_conv_ cells expressed high levels of CD25 and were significantly enriched in tumor tissue compared to healthy adjacent tissue and blood from the same patients (Fig. 5A and 5B). Moreover, the frequency of CCR8^+^ CD25^+^ FOXP3^−^ T_conv_ cells was inversely correlated with the frequency of cytotoxic CD8^+^ T cells within tumors (Fig. 5C). They also co-expressed the inhibitory receptors PD-1, TIGIT and TIM-3 (Fig. 5D and E). CD4^+^ FOXP3^−^ CCR8^+^ T cells displayed increased expression of the tissue-residency marker CXCR6 and co-stimulatory receptor CD27 compared to CCR8^−^ cells and their phenotype was largely overlapping with that of FOXP3^+^ T_reg_ cells (Fig. 5E and F). CD4^+^ FOXP3^−^ CCR8^+^ T cells lacked expression of EOMES and Granzyme K, providing further evidence that this cell type is distinct from Tr1 cells (Fig. 5E). The presence of CCR8^+^ FOXP3^−^ T_conv_ cells in human tumors under steady-state conditions and without T_reg_ cell depletion is consistent with our observations within murine tumors (Fig. 3H and I), which contain a population of CCR8^+^ CD4^+^ T_conv_ cells under basal conditions that undergo substantial expansion upon T_reg_ cell ablation.

### IL-10-dependent immune suppression by T_conv_ cells limits efficacy of T_reg_ cell depletion

We sought to understand how intratumoral CD4^+^ T_conv_ cells exert their suppressive function. Informed by the results of our transcriptional analyses, we screened for the involvement of candidate suppressive mechanisms by which T_conv_ cells from T_reg_ cell-depleted animals suppress T cell activation and proliferation *in vitro*. We tested whether blocking antibodies directed against CD25, CTLA-4, IL-10 receptor (IL-10R) and CCR8, neutralizing antibodies specific for transforming growth factor (TGF)-β, or pharmacological inhibition of steroid biosynthesis preferentially produced by Th2 cells using aminoglutethimide (AG) (45), are able to reverse the suppressive activity of intratumoral T_conv_ cells from T_reg_ cell-depleted animals. Importantly, while the proliferation of naïve CD4^+^ T cells was suppressed by Foxp3^−^ T_conv_ cells, these differences induced by the presence of suppressive Foxp3^−^ T_conv_ cells were abolished upon treatment of cells with anti-IL-10R (Fig. 6A and B).

Given these observations, we asked whether CCR8^+^ T_conv_ cells are primary producers of *Il10* mRNA upon depletion of T_reg_ cells. We first examined whether the expression of *Il10* mRNA is co-correlated with the expression of *Ccr8* mRNA, and therefore co-expressed within the same cells, using scRNA-Seq of T cells from tumors of T_reg_ cell-replete and - depleted animals. Since IL-10 is known to be produced by CD4^+^ T_R_1 cells which express LAG3 and CD49b (46–49), Eomes^+^ CD4^+^ T_conv_ cells (50–52), exhausted CD8^+^ T cells which express PD-1 (53) and CD4^+^ Th2 cells which express GATA3, IL-4 and IL-13 (54, 55), we included the genes encoding these and other markers in our co-correlation analysis. We found that under steady-state (T_reg_ cell-replete) conditions, *Il10* formed a predominant co-correlation cluster with *Cd8a, Pdcd1, Ifng, Tnf*, and *Eomes* but also a smaller cluster containing *Gata3* and *Foxp3*, suggesting that CD8^+^ T cells in differential states of exhaustion, and Th2-like T_reg_ cells are a predominant source of IL-10 (Fig. 6C). However, we found that T_reg_ cell depletion resulted in a striking change in the co-correlation relationship of *Il10* mRNA with the other genes examined, forming a predominant cluster of co-correlated genes containing *Cd4, Ccr8, Il13, Il14* and *Gata3*. These results suggested that upon T_reg_ cell ablation, the source of *Il10* shifts to the previously identified CD4^+^ CCR8^+^ T_conv_ cell subset with Th2-like characteristics, and that CD4^+^ CCR8^+^ T_conv_ cells undergo activation into *Il10-*expressing cells. To confirm this, we sorted CCR8^−^ and CCR8^+^ T_conv_ cells from tumors of T_reg_ cell-replete and -depleted animals and subjected them to qRT-PCR. We found that *Il10* mRNA expression was enriched among CCR8^+^ T_conv_ cells from T_reg_ cell-depleted animals compared with both CCR8^−^ cells from T_reg_ cell-depleted animals and CCR8^+^ or CCR8^−^ cells from T_reg_ cell-replete animals (Fig. 6D). These findings supported the hypothesis that CCR8^+^ T_conv_ cells become the predominant source of T cell-expressed IL-10 upon T_reg_ cell depletion.

We therefore asked whether T_reg_ cell depletion triggers induction of IL-10-dependent suppressive activity among Foxp3^−^ T_conv_ cells, limiting efficacy of T_reg_ cell depletion *in vivo*. We had observed that T_reg_ cell depletion was ineffective at significantly reducing growth of established B16 tumors, while T_reg_ cell depletion during early disease delayed tumor growth but was ineffective at inducing complete responses (Fig. 1A). To test whether IL-10 production by T_conv_ cells is responsible for resistance to T_reg_ cell-depleting therapy *in vivo*, we generated *Il10*^flox/flox^ *Cd4*^Cre^ *Foxp3*^EGFP-DTR^ and littermate *Cd4*^Cre^ *Foxp3*^EGFP-DTR^ (IL-10 proficient) control mice. This allowed us to examine the effect of T_reg_ cell depletion in animals whose remaining T cells can or cannot produce IL-10. Since IL-10 ablation has been shown to promote tumor growth under steady-state conditions (56, 57), we subcutaneously implanted with B16-F10 cells into *Il10*^flox/flox^ *Cd4*^Cre^ *Foxp3*^EGFP-DTR^ and littermate *Cd4*^Cre^ *Foxp3*^EGFP-DTR^ control animals and selected animals with tumors of similar size (range 12 - 64 mm^2^) at day 10 after tumor implantation for randomization to treatment groups (PBS or DTx). We found that conditional deletion of IL-10 within T cells resulted in loss of resistance to T_reg_ cell depletion, as indicated by reduced tumor growth when T_reg_ cells were ablated in animals lacking T cell-restricted IL-10 expression, but not when either condition was present alone (Fig. 6E). There was also an increase in expression of the activation marker CD44 on CD4^+^ T_conv_ cells and CD8^+^ T cells from animals bearing a conditional deletion of *Il10* and whose T_reg_ cells had been ablated (Fig. 6F). T_reg_ cell ablation in animals bearing a conditional deletion of *Il10* within T cells was associated with increased frequencies of CD8^+^ T cells and CD4^+^ T_conv_ cells expressing the cytokines IFN-γ and TNF (Fig. 6G and H). These results demonstrate a critical role for T cell-produced IL-10 in resistance to T_reg_ cell depletion.

### Blockade of IL-10 signaling synergizes with T_reg_ cell depletion to induce robust anti-tumor immune responses

We next asked whether antibody blockade of IL-10 signaling synergizes with T_reg_ cell depletion *in vivo*. We tested whether blockade of IL-10R using anti-IL-10R antibodies reverses resistance to T_reg_ cell-depleting therapy. We found that late T_reg_ cell depletion or IL-10R blockade alone failed to drive significant reduction in tumor growth, whereas their combination resulted in potent tumor regression (Fig. 7A). Moreover, IL-10 blockade synergized with early T_reg_ cell ablation to induce complete responses in a proportion of animals receiving combined therapy (Fig. S7). We found that IL-10R blockade both alone and in combination with T_reg_ cell depletion increased the ratio of CD8^+^ T cells expressing IFN-γ and TNF within tumors, but the absolute number of IFN-γ- and TNF-expressing CD8^+^ T cells was markedly increased upon combined T_reg_ cell ablation and IL-10R blockade, reflecting a combination of increased T cell infiltration and cytokine production (Fig. 7B and C). Similarly, the combination of T_reg_ cell depletion and IL-10R blockade resulted in an increase in the frequency and absolute number of IFN-γ- and TNF-expressing CD4^+^ T cells (Fig. 7D and E). These findings demonstrate that T_conv_ cells within tumors adopt IL-10 dependent suppressive activity upon therapeutic elimination of T_reg_ cells. This contributes to treatment failure of T_reg_ cell depleting immunotherapies and that combined targeting of T_reg_ cells and compensatory IL-10-dependent suppression invoked upon their depletion may enhance therapy.

## Discussion

T_conv_ cells and T_reg_ cells share components of their activation programs to meet similar metabolic, proliferative and migratory requirements as they transition from quiescent states to activated states (58–60). A substantial effort is now underway to develop therapies that specifically target molecules that distinguish T_reg_ cells within tumors from their T_conv_ cell counterparts. These efforts have been informed by comparative analyses of the molecular profiles of T_reg_ cells and T_conv_ cells within tumors under steady-state conditions (61, 62). We compared the transcriptional profiles of T_reg_ cells with T_conv_ cells not only under steady-state conditions, but upon immune activation provoked by experimental T_reg_ cell ablation. This analysis revealed that T_conv_ cells adopt a highly similar transcriptional profile to T_reg_ cells upon T_reg_ cell depletion. The extent of this reprograming goes beyond what would be expected as a result of the shared properties of T_reg_ cell and T_conv_ cell core lymphocyte activation programs and reveals that T_conv_ cells take on compensatory IL-10-dependent suppressive function when T_reg_ cells are eliminated. Acquisition of a T_reg_ cell-like transcriptional profile by T_conv_ cells upon T_reg_ cell ablation suggests that in practice there are very few molecules whose targeting will enable highly specific depletion of T_reg_ cells within tumors. Nevertheless, a small cluster of genes was identified in our analyses which has an expression profile limited to T_reg_ cells compared with T_conv_ cells under both steady-state conditions and upon T_reg_ cell depletion. While this cluster of genes may contain targets for specific depletion of T_reg_ cells within tumors, a question raised by this study is whether specific depletion of T_reg_ cells is indeed desirable, rather than the targeting of molecules shared by T_reg_ cells and cells with compensatory suppressive function induced upon T_reg_ cell depletion.

It is known that CCR8 marks highly suppressive T_reg_ cells found in both mouse and human tumors (40–44, 63). There is significant interest in the development of therapies which deplete CCR8^+^ T_reg_ cells within tumors. Given our observation that CCR8 also marks T_conv_ cells whose suppressive function is induced upon experimental T_reg_ cell ablation *in vivo*, it is reasonable to postulate that depletion of CCR8-expressing cells is a superior approach to T_reg_ cell depletion using other T_reg_ cell-expressed markers for induction of anti-tumor immunity, since CCR8-depleting therapies would target both T_reg_ cells and suppressive T_conv_ cells for destruction. It will be important to consider effects of CCR8-depleting therapies on both T_reg_ cells and CCR8^+^ T_conv_ cells within tumors, both in pre-clinical investigations (42, 63), and if robust intratumoral depletion of CCR8^+^ cells in the human clinical context is achieved. Alternatively, our data suggests that combining T_reg_ cell-targeted immunotherapies with blockade of IL-10 signaling will overcome compensatory suppression by T_conv_ cells.

It is interesting that the CCR8^+^ T_conv_ cell subset observed in human tumors did not phenotypically overlap with previously described Tr1 cells within tumors. Suppressive Tr1 cells have been characterized in several human tumors including head neck and squamous cell carcinoma (HNSCC) (64), colorectal cancer (52, 65), hepatocellular carcinoma (49), Hodgkin lymphoma (66), metastatic melanoma (67) and non-small-cell lung cancer (52), and their presence is often associated with tumor progression. The suppressive subset of CCR8^+^ T_conv_ cells we observe does not express EOMES or granzyme K, markers previously reported to be indicative of Tr1 cells. Recent studies have described a contribution of tumor-infiltrating follicular helper T (TFH) cells and follicular regulatory T (T_FR_) cells to anti-tumor immunity (68, 69). However, CXCR5 was not expressed by CCR8^+^ T_conv_ cells suggesting their distinction from T_FH_ cells. 

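The transcript of CXCR5 was close to absent from the sorted CCR8+ cells from tumors of DTx-treated mice. *Cxcr5* (chromosome 9, 44511787 to 44561877) had 3 reads in all over the 4 CCR8+ libraries, with 0, 0.84, 0 and 1.74 normalized counts in replicates 1 to 4. The CCR8- libraries had 269 reads, all in replicate 3 (197 normalized counts) and replicate 4 (49.97), and 0 in replicates 1 and 2. A gene on the other strand shares 110 of its 3332 exonic bases. The CCR8+ libraries were all at or under 3 reads, so a ratio of the group means is only a lower bound. The mean of the CCR8- libraries was at least 20.97-fold higher than the value of 3 reads. This bound rests on CCR8- replicates 3 and 4, and mostly on replicate 3. Without replicate 3 the log2 fold change, which is taken on log2 values and not on the group means, was −1.11. The difference was smaller than the spread between libraries, with a log2 fold change of −2.74 (standard error 1.99, limma adjusted p = 0.838, or 0.758 with the replicate block; exact permutation test, p = 0.429).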

We did however observe high levels of GATA3 and *Il10* expression among CCR8^+^ T_conv_ cells, suggesting that they represent a Th2-like subset expressing high levels of markers associated with T cell activation, including CD25, expanded systemically and within tumors upon T_reg_ cell depletion. Prior work are consistent with these data, showing systemic expansion of Th2 cells expressing either GATA3 or Th2 cytokines upon experimental T_reg_ cell ablation (70, 71), and the intratumoral presence of CD4^+^ T_conv_ cells expressing CCR8 (40–44, 63). We found that the frequency of CCR8^+^ CD25^+^ FOXP3^−^ T_conv_ cells inversely correlates with the frequency of tumor-infiltrating CD8^+^ T cells, suggesting that they play an inhibitory role in human tumor immunity. The observation that CCR8^+^ T_conv_ cells expand and undergo activation to express IL-10 following depletion of T_reg_ cells provides an explanation of how bulk T_conv_ cells from tumors of T_reg_ cell-depleted animals acquire IL-10-dependent suppressive function despite lack of a change in the relative frequency of CCR8^+^ cells within the tumor CD4^+^ T_conv_ compartment. While our pre-clinical data from mouse models suggests that CCR8^+^ T_conv_ cells expand numerically within tumors upon experimental T_reg_ cell ablation, this is difficult to formally assess in humans due to the lack of specific markers that are differentially expressed in comparison with FOXP3^+^ T_reg_ cells, enabling their isolation *ex vivo*, and of clinically approved T_reg_ cell-depleting therapies in widespread use. However, a number of T_reg_ cell-targeted therapies are under development and it will be an important topic of future investigation to determine their effect upon CCR8^+^ T_conv_ cells in humans. It will also be important to better define how CCR8^+^ T_conv_ cells contribute to immune regulation in other contexts including infection and inflammation, as clones of Foxp3^-^ CD4^+^ T cells expressing CCR8, CD25 and IL-10 have previously been described in mice with experimental pulmonary granulomata (72), while CD4^+^ T_conv_ cells expressing CCR8 are observed upon experimental allergic lung inflammation in mice (73), and infiltrating human skin (74).

Our findings show that in the context of T_reg_ cell depleting immunotherapies, IL-10 production by T_conv_ cells represents a secondary layer of immune suppression responsible for driving immunotherapy resistance. It is important that this immunosuppressive function of IL-10 in limiting the efficacy of T_reg_ cell targeted therapies is appreciated, since in other contexts, IL-10 has been shown to possess immunostimulatory activity both in pre-clinical models and in clinical trials (75–77). Our findings suggest that IL-10 blocking antibodies may be used as a synergistic therapy with T_reg_ cell-targeted immunotherapies to improve patient outcomes.

Preclinical studies suggest that T_reg_ cell depletion can reinvigorate T_conv_ cell responses, however clinical trials of T_reg_ cell depleting therapies have thus far been met with limited clinical efficacy (35, 78). While our analysis of human tumor-infiltrating Foxp3^−^ T_conv_ cells revealed a fraction of CCR8^+^ T_conv_ cells under steady-state conditions, it will be valuable to examine whether such cells are expanded upon immunotherapy with either novel T_reg_ cell-depleting therapies, or anti-CTLA-4 therapy, the therapeutic efficacy of which is postulated to in part depend upon depletion or blockade of the suppressive function of T_reg_ cells (79, 80), and indeed in the context of non-T_reg_ cell-targeted immunotherapy approaches. The prognostic significance of such cells in determining the outcome of the immunotherapy responses will reveal insights into their broader contribution to immunotherapy resistance.

## Materials and Methods

### Study design

The objective of this study was to understand how T_reg_ cell depletion affects the function and immunoregulatory capacity of the T cell lineage in the context of tumor immunity. We used the well-established *Foxp3*^EGFP-DTR^ mouse to experimentally deplete T_reg_ cells in mice with syngeneic B16-F10 melanoma heterotopic tumors. We examined the consequences of T_reg_ cell depletion for tumor progression, as measured by blinded serial caliper measurements and tumor immunity, as assessed by scRNA-Seq and flow cytometry. We found that T_conv_ cells acquire T_reg_ cell-like suppressive functions upon depletion of T_reg_ cells. Using transcriptional profiling and *in vitro* suppression assays to better understand the nature of this suppressive activity, we found that this suppressive function was enriched among a Th2-like T_conv_ cell subset marked by expression of CCR8. Moreover, using antibody blockade and conditional *Il10* deletion experiments, we found that the suppressive activity induced upon T_reg_ cell depletion was dependent upon IL-10. The sample size for each experiment is specified in the figure legends. The number of independent experiments performed is stated in the figure legends. Age-matched male and female mice were randomly assigned to each group.

### Mice

*Foxp3*^EGFP-DTR^ mice were originally described by Kim et al. (36), *Foxp3*^IRES-EGFP^, *Ptprc*^a^ (CD45.1), and *Rag2*^−/−^ mice were obtained from the Jackson Laboratory. *Il10*^flox/flox^ *and Cd4*^Cre^ mice (81) were obtained from Jean Langhorne (Francis Crick Institute) and crossed with *Foxp3*^EGFP-DTR^ mice to generate *Il10*^flox/flox^ *Cd4*^Cre^ *Foxp3*^EGFP-DTR^ animals. Experiments were performed using 8-14 week old mice, with male and female mice equally distributed between experimental and control groups. Mice were housed at the University of Cambridge University Biomedical Services (UBS) Gurdon Institute Facility and Babraham Institute Biological Services Unit (BSU). Experiments were conducted in accordance with UK Home Office guidelines and were approved by University of Cambridge Animal Welfare and Ethics Review Board or by the Babraham Research Campus Animal Welfare and Ethics Review Board.

### Human primary tissues

Primary tumors and adjacent healthy tissue were acquired from 48 NSCLC patients. Patients gave consent to be included in the study which was approved by the institutional review board of Humanitas Research Hospital (protocols no. 2578). Patients did not receive chemotherapy, radiotherapy or palliative surgery before samples were obtained. Samples were processed using the gentleMACS Dissociator (Miltenyi Biotec) into single cell suspensions as previously described (82), resuspended in dimethylsulfoxide (DMSO) with 10% Fetal Bovine Serum (FBS) and stored in liquid nitrogen.

### High-dimensional flow cytometry analysis of human samples and computational processing of flow cytometric data

Samples were prepared for flow cytometry as previously described (82). Panels were developed according to an established protocol (83). Briefly, Flow Cytometry Standard (FCS) 3.0 files were analysed by standard gating in FlowJo version 9 to remove dead cells and cell aggregates, and identify CD4^+^ FOXP3^−^ T cells. 5,000 CD4^+^ FOXP3^−^ T cells per tumor sample (n = 48) were subsequently imported into FlowJo (version 10), biexponentially transformed, and exported in order to be analyzed by a custom-made publicly available pipeline of PhenoGraph (https://github.com/luglilab/Cytophenograph). A representative gating strategy is shown in Fig. S6. All samples were converted into comma separated value (CSV) files and concatenated in a single matrix by using the merge function of pandas package. The K value, indicating the number of nearest neighbors identified in the first iteration of the algorithm, was set at 500. Uniform Manifold Approximation and Projection (UMAP) was obtained by UMAP Python package.

### Tumor challenge and treatment

Mice were injected subcutaneously in the left flank with 1.25×10^5^ B16-F10 melanoma cells (ATCC). Tumors were measured at serial time points following implantation using digital calipers and tumor area was calculated as the length × width. Tumor measurements were completed by an independent investigator who was not aware of treatment groups or genotypes. For late DTx treatment experiments (starting day 10 post-tumor implantation), mice with tumors between 12 and 64 mm^2^ at day 10 were randomized to treatment groups to reduce experimental variability. Mice were injected intraperitoneally (i.p) starting at the indicated time point with 1 μg of diphtheria toxin (DTx) every other day for a total of four injections and/or 250 μg of anti-IL-10R (clone 1B1.3A; BioXcell) daily for a total of 10 days. DTx from *Corynebacterium diphtheriae* (Sigma-Aldrich) was obtained in lyophilized powder form and reconstituted in sterile double-distilled water according to the manufacturer’s instructions.

### Suppression assays

The suppressive capacity of tumor T_conv_ cells and T_reg_ cells was measured *in vitro* as previously described (84). Briefly, CD45.2^+^ TCRβ^+^ CD4^+^ GFP^+^ T_reg_ cells or CD45.2^+^ TCRβ^+^ CD4^+^ GFP^−^ T_conv_ cells were isolated from B16-F10 tumors of *Foxp3*^EGFP-DTR^ mice treated with PBS or DTx using florescence-activated cell sorting (FACS) 16 days post implantation and used as suppressor cells. A representative gating strategy is shown in shown in Fig. S2. Naïve CD4^+^ T_conv_ cells (CD25^−^ CD44^−^ CD62L^+^) were purified from the spleens of WT CD45.1 mice by FACS and stained with CellTrace Violet™ (CTV) according to the manufacturer’s protocol (Thermo Fisher Scientific) and used as responder T (T_resp_) cells. 2.5×10^4^ or 1.25×10^4^ (as indicated) suppressor CD4^+^ T_reg_ cells or T_conv_ cells were co-cultured with 1×10^5^ naïve responder T cells in the presence of anti-CD3 (BioLegend 1 μg/mL) and 5.0×10^4^ *Rag2*^−/−^ antigen presenting cells (APCs). T_resp_ cells cultured in the presence of anti-CD3 and APCs but without tumor T_reg_ cells or T_conv_ cells were used as a control. Cell division was evaluated by flow cytometry after 4 days of culture. For the screen, cells were cultured alone (gray) or with suppressors (purple) and with Aminoglutethimide (AG) at a final concentration of 125μM or with other indicated reagents at a final concentration of 10μg/mL.

### Flow cytometry of murine samples

Tumor samples were digested using collagenase and DNase for 30 minutes at 37 °C. Percoll was used to isolate lymphocytes from tumors. Tumors and spleens were mechanically dissociated over a 40 μm cell strainer. Red blood cells were lysed using ACK Lysing Buffer (Gibco). Cells were stained with the Fixable Viability Dye eFluor™ 780 (Thermo Fisher Scientific), Viakrome 808 (Beckman Coulter), or DAPI (Sigma) to discriminate between live and dead cells and then incubated with FC block (BioXcell, 2.4G2) the following surface antibodies for 30 minutes on ice: anti-TCRβ FITC (H57-597), anti-CD8 BV605 (53-6.7), anti-TIM-3 BV421 (RMT3-23), anti-CCR8 BV421 (SA214G2), anti-OX40 BV711 (OX-86), anti-TIGIT PE (4D4/mTIGIT), anti-ICOS BV750 (C398.4A), anti-LAG-3 BV785 (C9B7W), anti-CD3ε Spark Blue 550 (17A2) from Biolegend, anti-CD25 PE-Cyanine7 (PC61.5), anti-CD44 PerCP-Cyanine5.5 (IM7), anti-CD45.1 APC (A20), anti-CD4 PE-Cy7 (RM4-5) from eBioscience, and anti-GITR BUV805 (DTA-1), anti-CD4 BUV395 or BUV496 (GK1.5) from BD Biosciences. Cells were stimulated with phorbol 12-myristate 13-acetate (PMA) and ionomycin and blocked with brefeldin A (BFA) for 4 hours in RPMI 1640 complete medium. The intracellular antibodies anti-Foxp3 APC (FJK-16S), anti-IFN-γ PerCPCy5.5 (XMG1.2), anti-GATA3 PE-eFluor610 (TWAJ) were purchased from eBioscience, and anti-CTLA-4 BV605 (UC10-4B9), anti-TNF PE-Cy7 (MP6-XT22) were purchased from BioLegend and used with the eBioscience Foxp3/Transcription Factor Staining Buffer Set (Invitrogen, Thermo Fisher Scientific) according to the manufacturer’s protocol. For determination of CCR8 expression by Foxp3^−^ T_conv_ cells, cells from tumor-bearing *Foxp3*^EGFP-DTR^ animals were surface-stained and analyzed unfixed using flow cytometry, with EGFP expression used to discriminate T_reg_ cells and T_conv_ cells. Samples were analyzed using BD Fortessa, Beckman Coulter CytoFLEX, and Cytek® Aurora analyzers. After analysis, data were analyzed using FlowJo software (Tree Star, Inc.).

### scRNA Sequencing and analysis

Single cell suspensions of T cells were purified by total pan T cell enrichment (Invitrogen/Thermo Fisher Scientific), and live TCRβ^+^ cells were sorted from B16 tumors by FACS 16 days post implantation. RNA libraries were prepared for single cell RNA sequencing (scRNA-Seq) using the Chromium Single Cell 5’ Library & Gel Bead Kit v2 (10x Genomics) processed with Chromium (10x Genomics), and sequenced using the HiSeq 4000 System (Illumnia). Raw 10x sequencing data were processed as previously described and mapped to mm10. We confirmed that cells were sequenced to saturation. Data were merged with cell ranger aggr (cellranger-v5.0.0). Merged data were transferred to the R statistical environment for analysis primarily using the package Seurat (v3.2.2) in R v4.0.3. The analysis included only cells expressing between 200 and 2,500 genes, <5% mitochondrial-associated transcripts, and genes expressed in at least three cells. The data were then log-normalized and scaled per cell, and variable genes were detected using the FindVariableFeatures function in Seurat, as per default settings, using 2000 features and further processed as per the ScaleData function. Principal component analysis (PCA) was run on the variable genes, and the first six principal components (PCs) were selected for further analyses, based on the standard deviation of the PCs, as determined by an “elbow plot” in Seurat. Cells were clustered using the FindClusters function in Seurat with default settings, resolution = 0.5, and six PCs. UMAP was calculated using six PCs (RunUMAP function). For broadly defining the transcriptional features of each cluster, the FindAllMarkers function (only.pos = FALSE, min.pct = 0.1, thresh.use = 0.2, test.use = “MAST”) was used, and the associated heatmap was generated using the DoHeatmap function using up to the top 10 transcripts identified per cluster as defined by FindAllMarkers. The transcriptomic score of a particular cluster was calculated using the AddModuleScore function with default settings. Further visualizations of exported normalized data were generated using the Seurat RidgePlot functions and custom R scripts.

### RNA Sequencing and analysis

Single-cell suspensions were purified by FACS (as described above) 16 days post tumor implantation, and stored in 40 μl RNA*later*™ Stabilization Solution at -80 °C. RNA was extracted from samples using the RNeasy Plus Mini Kit (Qiagen) with optional QIAshredder step according to the manufacturer’s protocol. RNA-Sequencing (RNA-Seq) analyses were performed using ≥ 2 biological replicates. RNA-Seq was performed and analyzed as described previously (59). RNA Libraries were prepared using the Clontech SMARTer Ultra Low-input RNA kit (Takara) and sequenced on an Illumina HiSeq 2500 instrument using Illumina TruSeq v4.0 chemistry. The resulting FastQ files underwent quality control with FastQC, adaptor trimming with Cutadapt and alignment to the NCBIM37 *Mus musculus* genome annotation with hisat2 using ClusterFlow pipelines. Uniquely mapped reads were used to calculate gene expression and FPM values normalized to total library size with intergenic read normalization were calculated. Differential expression and statistical significance were calculated using the Wald test with adjustment for multiple testing using the Benjamini-Hochberg method using DESeq2 (85). Differentially expressed genes were further analyzed using R. PCA was performed using R *plotPCA* with count data transformed using variance stabilizing transformation (VST) from fitted dispersion-mean relationships generated using DESeq2 *vst*. Expression heatmaps were generated using FPM values normalized to row maxima using the R *pheatmap* package. Hierarchical clustering was performed using the Ward method. Dendrograms were cut at levels sufficient to allow 3-5 clusters to be discriminated.

### Statistical Analysis

Statistical analysis was performed using Graphpad Prism software. Two-tailed Student’s *t* tests or one-way ordinary ANOVAs were used as indicated to calculate statistical significance of the difference in sample means. *P* values of less than 0.05 were considered statistically significant. Statistical tests used are specified in the figure legends. In all figures, data represent the mean ± the standard error of the mean (SEM) or standard deviation (SD) as indicated. *P* values correlate with symbols as follows: ns = not significant, * *P* ≤ 0.05, ** *P* ≤ 0.01, *** *P* ≤ 0.001, **** *P* ≤ 0.0001.

## Supplementary Material

Data file S1

Data file S2

Data file S3

Data file S4

Data file S5

Data file S6

Supplementary Figures

## Figures and Tables

**Figure 1:**
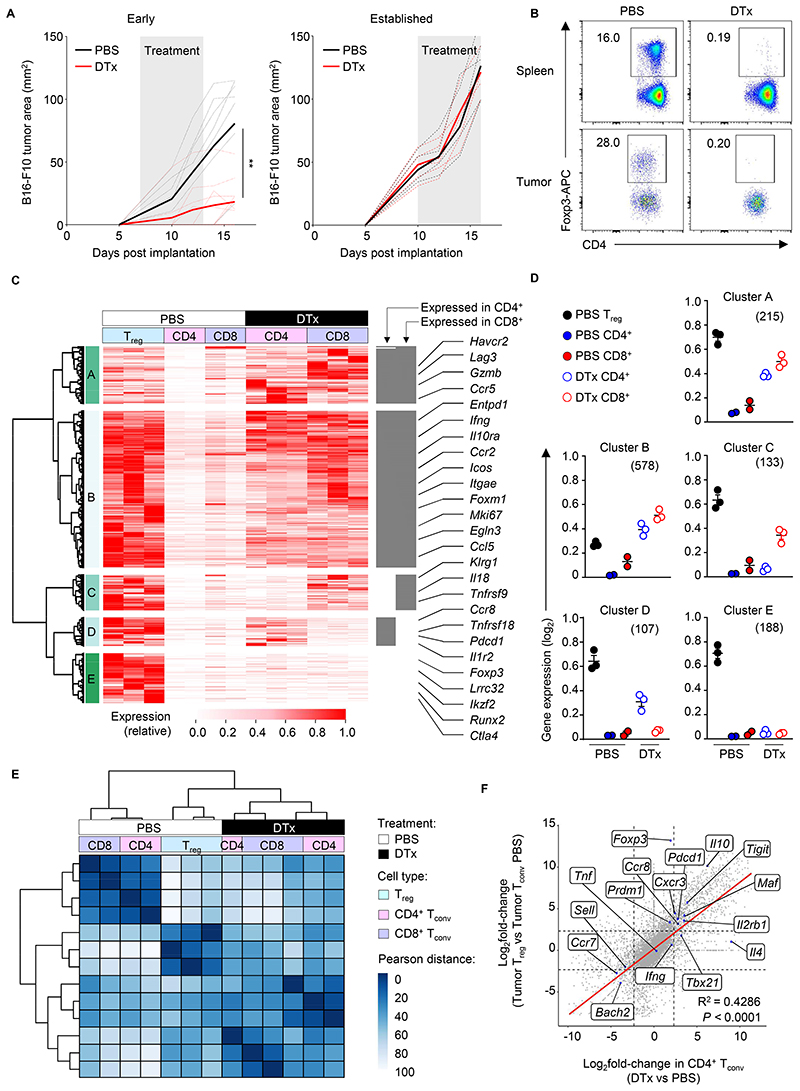
T_reg_ cell ablation causes T_conv_ cells to acquire transcriptional features of T_reg_ cells. (**A**) Tumor growth of B16-F10 tumors subcutaneously implanted into *Foxp3*^EGFP-DTR^ mice. Gray shading indicates time period over which PBS or DTx was administered (day 7-13 post-implantation, early disease; day 10-16 post-implantation, established). Dashed lines indicate individual mice. Solid line indicates average tumor area over time. Data representative of 4 individually repeated experiments, n > 5 **P < 0.01; two-tailed Mann–Whitney *U*-test. (**B**) Representative frequency of Foxp3^+^ T_reg_ cells among total CD4^+^ T cells within spleens (top) or tumors (bottom) of *Foxp3*^EGFP-DTR^ mice with established tumors administered PBS or DTx. (**C**) Heatmap showing the relative expression of transcripts upregulated in intratumoral T_reg_ cells compared with CD4^+^ T_conv_ cells (*q*<0.05; FC>4) in the indicated T cell subsets isolated at day 18 after implantation of B16-F10 tumors in *Foxp3*^EGFP-DTR^ animals administered PBS or DTx. Colors indicate expression normalized to row maxima. *x*-axis hierarchical clustering of intratumoral T_reg_ cell-expressed transcripts identifies 5 clusters of genes with distinct expression patterns. Gray bars to right of heatmap indicate expression greater than a third of the expression of given transcripts in intratumoral T_reg_ cells. (**D**) Average expression of genes within the 5 clusters identified in each T cell subset. **(E)** Heatmap showing pairwise Pearson distances between the global gene expression profiles of the indicated T cell subsets from B16-F10 tumor-bearing *Foxp3*^EGFP-DTR^ animals administered PBS or DTx. (**F**) Scatterplot comparing the global differences in gene expression between intratumoral T_reg_ cells and T_conv_ cells with transcriptional differences between CD4^+^ T_conv_ cells isolated from DTx versus PBS-treated animals. A highly significant correlation is observed indicating transcriptional convergence of intratumoral T_reg_ cells with T_conv_ cells in absence of T_reg_ cells. Data from 2-4 biological replicates isolated on independent days (C-F).

**Figure 2:**
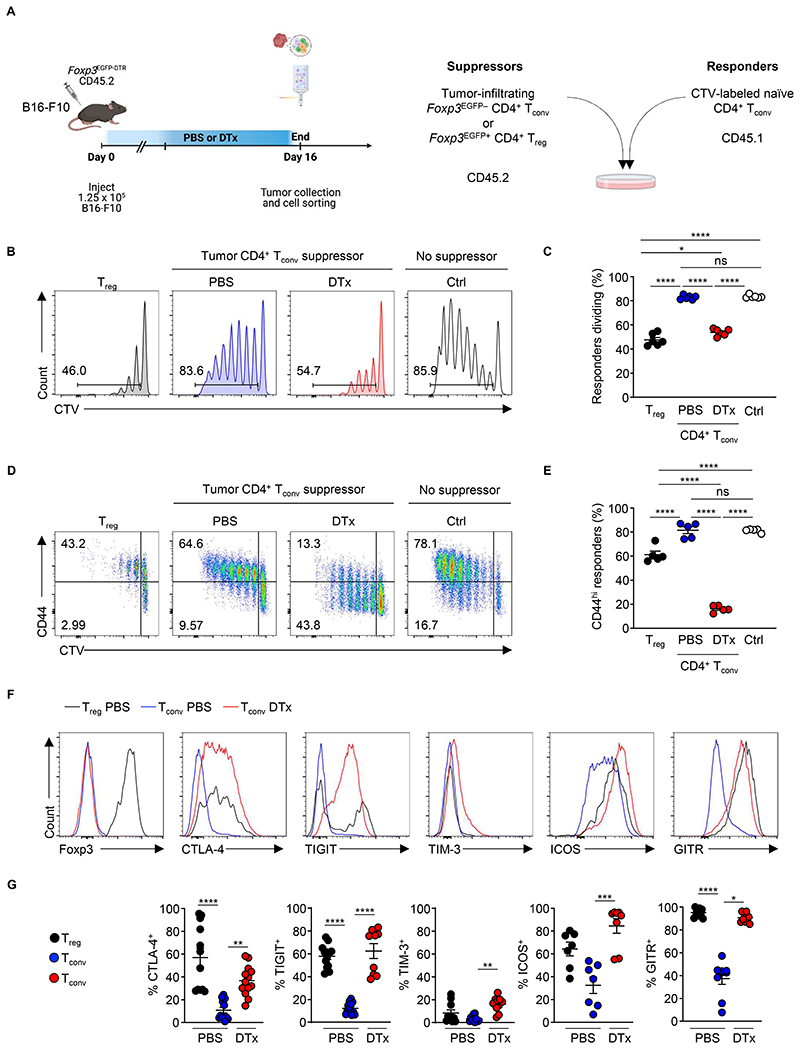
T_reg_ cell ablation promotes induction of suppressive function by CD4^+^ T_conv_ cells. (**A**) Experimental schema. B16-F10 cells were subcutaneously implanted into *Foxp3*^EGFP-DTR^ CD45.2^+^ mice and administered PBS or DTx on day 7, 9, 11, and 13. Cells were harvested from tumors of PBS- and DTx-treated animals at day 16 post-implantation and used in suppression assays. (**B** and **C**) *In vitro s*uppression assay. Proliferation of naïve CD45.1^+^ CD4^+^ T_conv_ responder (T_resp_) cells 4 days cultured at a 4:1 ratio with indicated suppressor cell populations (*Foxp3*^EGFP−^ T_conv_ cells from tumors of T_reg_-replete (PBS) or T_reg_-depleted (DTx) mice, or GFP^+^ T_reg_ cells from tumors of T_reg_-replete mice). Representative histograms and replicate measurements of proliferation dye dilution at day 4 post-stimulation gated on CD45.1^+^ T_resp_ cells shown. T_resp_ cell proliferation in the absence of a suppressor cell population was used as a control. Suppressor cells were co-cultured with responder T (Tresp) cells at a ratio of 1:4, with 2.5×10^4^ suppressor CD4^+^ T_reg_ or T_conv_ cells co-cultured with 1×10^5^ Tresp cells in the presence of 5.0×10^4^ antigen-presenting cells (APC). Data are representative of > 4 independently repeated experiments, n > 5 per group; ordinary one-way ANOVA, Tukey’s multiple comparisons. (**D** and **E**) Representative histograms and replicate measurements of CD44 expression by CD45.1^+^ T_resp_ cells incubated with indicated suppressor cell populations. (**F-G**) Representative flow cytometry and replicate measurements of the expression of the indicated proteins by intratumoral T_reg_ cells and CD4^+^ T_conv_ cells isolated at day 16 after implantation of B16-F10 tumors in *Foxp3*^EGFP-DTR^ mice treated with PBS or DTx. Data are representative of > 3 independently repeated experiments, n > 7 per group. ****P <0.0001; ns, not significant; one-way ANOVA Kruskal-Wallis, Dunn’s multiple comparisons test. Error bars show standard error of the mean (s.e.m.)

**Figure 3:**
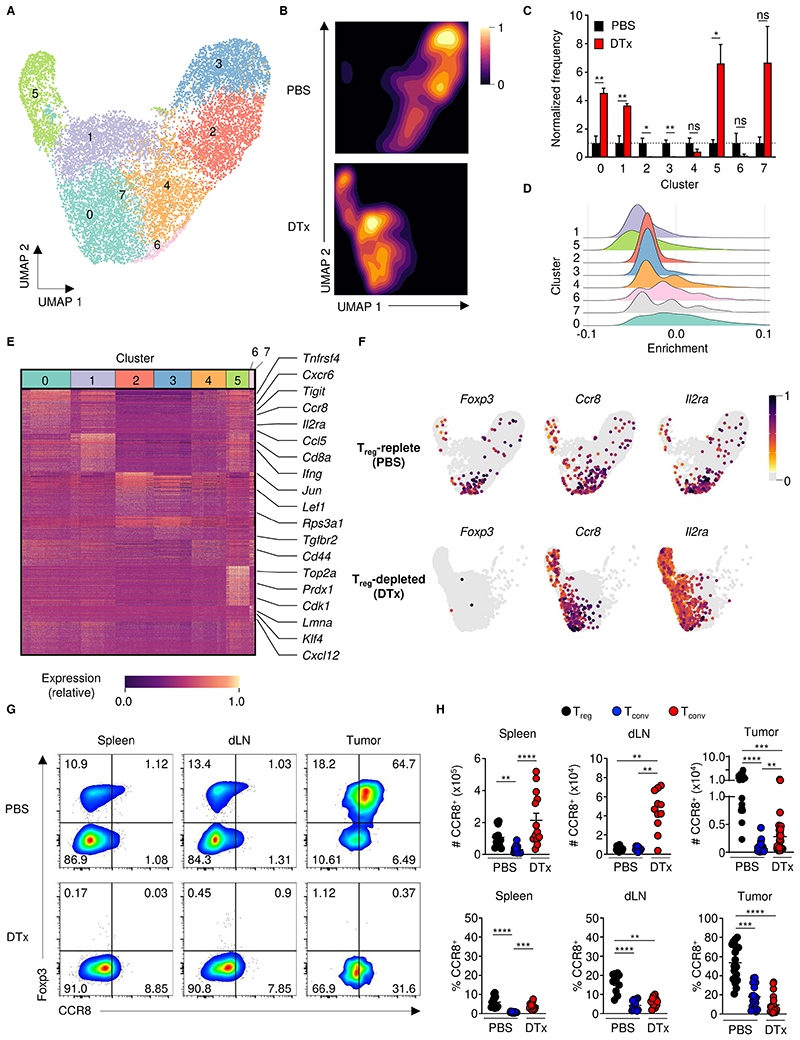
T_reg_ cell ablation promotes the expansion of tumor-infiltrating CCR8^+^ T_conv_ cells. (**A**) Uniform manifold approximation and projection (UMAP) of scRNA-Seq of TCRβ^+^ cells isolated at day 16 after implantation of B16-F10 tumors in *Foxp3*^EGFP-DTR^ mice treated with PBS or DTx on days 7, 9, 11 and 13. (**B**) Density plots showing change in distribution of cells within tumors of T_reg_-replete (PBS) and T_reg_-depleted (DTx) animals. (**C**) Relative frequency of cells within each cluster normalized to their average ratio among PBS animals. N = 3 biological replicates per group. (**D**) Average enrichment of expression of the genes in Cluster D from Fig. 1C across scRNA-Seq clusters, (n=3, unpaired two-tailed Student’s *t*-test, *P < 0.05, **P < 0.01). (**E**) Heatmap showing the expression of differentially upregulated genes in each cluster identified. (**F**) UMAP plots showing expression of indicated genes within T cells of tumors from tumor-bearing PBS- or DTx-treated *Foxp3*^EGFP-DTR^ animals. (**G**) Representative flow cytometry and (**H**) replicate measurements of total counts (top) and the frequency (bottom) of CCR8^+^ of CD4^+^ T_conv_ cells from spleens, draining lymph nodes (dLN) and tumors of B16-F10 tumor-bearing *Foxp3*^EGFP-DTR^ mice treated with PBS or DTx. Data are representative of 3 independently repeated experiments (**G** and **H**). Numbers in gates show percentages. n > 10. one-way ANOVA Kruskal-Wallis, Dunn’s multiple comparisons test. **P <0.01, ***P < 0.001, ****P < 0.0001; Error bars show standard error of the mean (s.e.m.)

**Figure 4:**
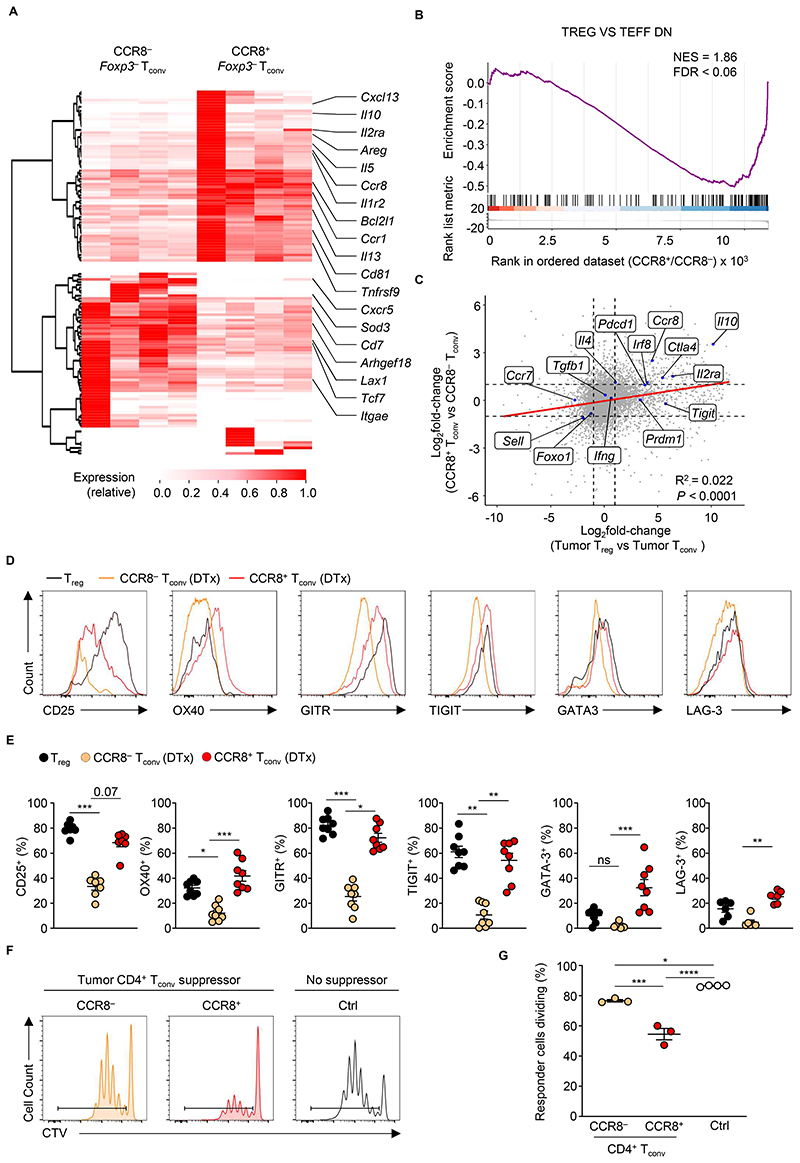
CCR8 marks highly suppressive T_conv_ cells. (**A**) Heatmap showing the relative expression of differentially expressed genes between intratumoral CCR8^+^ and CCR8^−^ CD4^+^ T_conv_ cells (*q*<0.05; |FC|>3) isolated at day 16 after subcutaneous implantation of B16-F10 tumors of T_reg_-depleted *Foxp3*^EGFP-DTR^ animals treated with DTx at days 7, 9, 11 and 13. Data from 4 biological replicates isolated on the same day. (**B**) Gene-set enrichment analysis (GSEA) demonstrating a negative enrichment of genes upregulated in *Foxp3*^−^ T_conv_ cells *vs* *Foxp3*^+^ T_reg_ cells among CCR8^+^ T_conv_ cells compared with CCR8^−^ T_conv_ cells isolated from tumors of DTx-treated *Foxp3*^EGFP-DTR^ mice. (**C**) Scatterplot comparing global changes in gene expression between intratumoral T_reg_ and T_conv_ cells with transcriptional differences between CCR8^+^ and CCR8^−^ CD4^+^ T_conv_ cells. (**D**) Representative flow cytometry and (**E**) replicate measurements of the expression of the indicated proteins from intratumoral T_reg_ cells and CCR8^+^ and CCR8^−^ CD4^+^ T_conv_ cells from tumors of B16-F10 tumor-bearing *Foxp3*^EGFP-DTR^ mice treated with PBS or DTx. Data are representative of 3 independently repeated experiments n > 4 one-way ANOVA Kruskal-Wallis, Dunn’s multiple comparisons test. *P < 0.05, **P <0.01, ***P < 0.001, ****P < 0.0001, ns, not significant. (**F**) Representative histograms and (**G**) replicate measurements of T_resp_ cells (naïve CD45.1^+^ CD4^+^ T_conv_ cells) incubated with intratumoral CD45.2^+^ TCRβ^+^ CD4^+^ GFP^−^ CCR8^−^ or CD45.2^+^ TCRβ^+^ CD4^+^ GFP^−^ CCR8^+^ suppressor T_conv_ cells isolated at day 16 after implantation of B16-F10 tumors in *Foxp3*^EGFP-DTR^ mice. Suppressor cells were incubated with responders at a ratio of 1:8, with 1.25×10^4^ suppressor CD4^+^ T_conv_ cells co-cultured with 1×10^5^ Tresp cells in the presence of 5×10^4^ APC. Cell proliferation of T_resp_ cells was analyzed after 4 days. Data are representative of 2 independently repeated experiments n > 3. ordinary one-way ANOVA, Tukey’s multiple comparisons. *P < 0.05; ***P < 0.001, ****P < 0.0001; Error bars show standard error of the mean (s.e.m.)

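Of 11032 tested genes, limma called 0 at the limits of the legend of Fig. 4A, an adjusted p under 0.05 and a fold change above 3. The smallest adjusted p was 0.788. Genes vary together, so the number with an unadjusted p under 0.05 can by chance lie far from its expected mean of 552. In the real split, 562 genes had such a p. In the 7 other splits of the libraries that part all same-numbered pairs, between 116 and 367 genes did, and in the 27 splits that part fewer pairs between 180 and 784. With the replicate number as a block (mean correlation of same-numbered libraries 0.133), 1 gene was called, *Il5* (chromosome 11, 53720794 to 53725106). It had 19673 ± 15831.5 normalized counts (SD, n = 4) in CCR8+ and 2956 ± 1673 (SD, n = 4) in CCR8- cells, a log2 fold change of 2.61 (standard error 0.19, limma adjusted p = 0.0447 with the block). A gene on the other strand shares 27.1% of its exonic bases. In all, the 4 CCR8+ libraries lay on one side of the 4 CCR8- libraries for 485 genes, 261 of them higher in CCR8+ cells. By chance 315 such genes are expected on average. This number was not counted in other splits, so how far it varies by chance is not known. The count of called genes depended on the test. DESeq2's Wald test on the recovered reads, the test of the paper's methods, called 23 genes, 17 higher and 6 lower in CCR8+ cells, and edgeR's quasi-likelihood test on the same reads called 0. DESeq2 called 80 genes with the replicate block, 47 higher and 33 lower. The largest count came from DESeq2 without its filters on outlying counts and on low means, a setting chosen after seeing the data, with 87 genes, of which 43 are in Data file S5. Data file S5 lists 130 genes, 73 higher and 57 lower in CCR8+ cells by the paper's values, and its normalized counts equal the deposited ones for all 130 genes in all 8 libraries. The paper's adjusted p is under 0.05 for 48 of them and its fold change is above 3 as well for 39, while the largest adjusted p in the list is 0.1955. Of the 125 genes that were also tested here, 125 changed in the direction the paper gives and 111 had an unadjusted limma p under 0.05. DESeq2's log2 fold change was within 0.05 of the paper's value for 118. For 85 of the 130 genes the groups did not overlap, where 2.86% of genes are expected by chance, though the list was chosen for such differences. In 103 genes the change went the same way in 4 of 4 same-numbered pairs. By contrast, 26 genes were at 0 in all 4 libraries of a group, and 9 genes were above 0 in only 1 of the 8 libraries, with a paper's adjusted p under 0.05 for all 9.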

**Figure 5:**
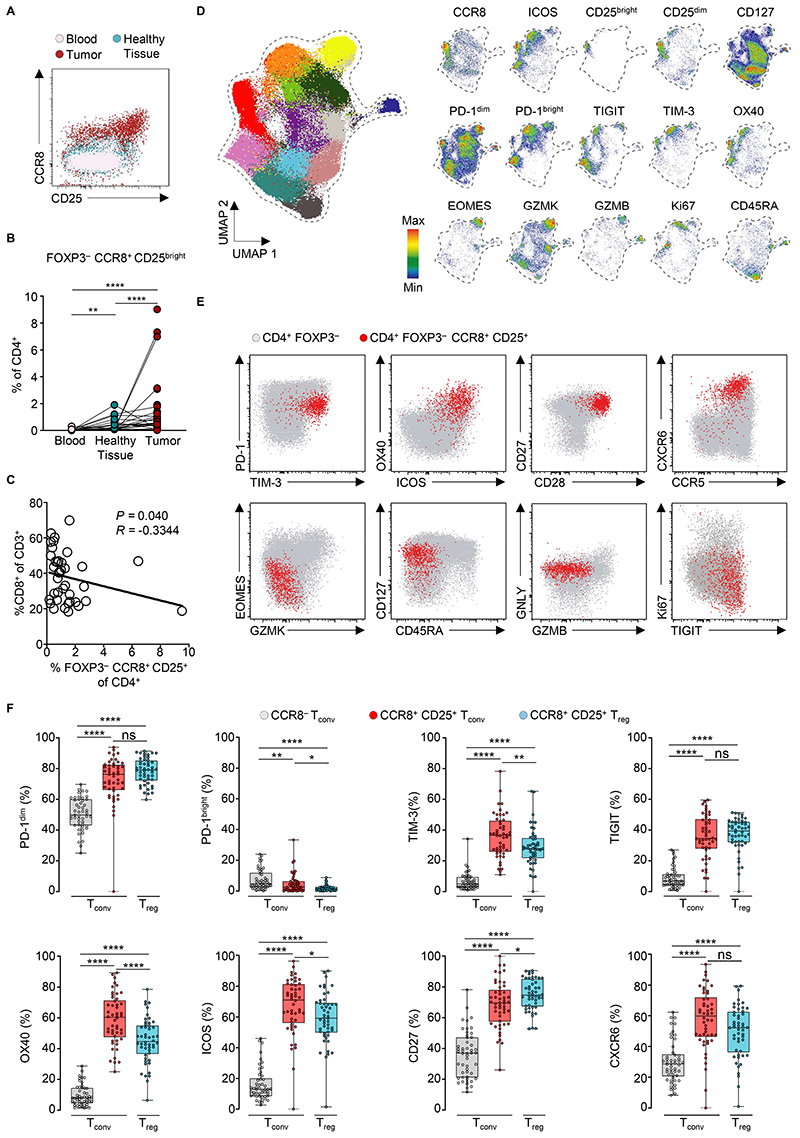
CCR8^+^ T_conv_ cells expressing high levels of CD25 are found within the tumors of NSCLC patients. (**A**) CCR8 and CD25 expression among FOXP3^−^ CD4^+^ T cells from representative samples from NSCLC patients (n=48). (**B**) Frequency of FOXP3^−^ CCR8^+^ CD25^bright^ cells among CD4^+^ T cells from the indicated patients’ samples. Lines indicate paired samples. (**C**) Correlation of the frequency of CD8^+^ T cells (of CD3^+^ T cells) with FOXP3^−^ CCR8^+^ CD25^bright^ cells (of CD4^+^ T cells) in tumors from patient samples. (**D**) UMAP analysis of concatenated CD4^+^ FOXP3^−^ T_conv_ cells. Colors depict cell clusters identified by Phenograph (k=500). Separate UMAP plots of relative marker expression by concatenated CD4^+^ T cells from tumors. (**E**) Representative frequency and (**F**) replicate measurements of indicated markers from patient samples, box plots show median and interquartile range (IQR). Bars indicate standard deviation. Dots depict values of a single tumor sample. **P < 0.01, ***P < 0.001, ****P < 0.0001; two-tailed Mann–Whitney *U*-test.

**Figure 6:**
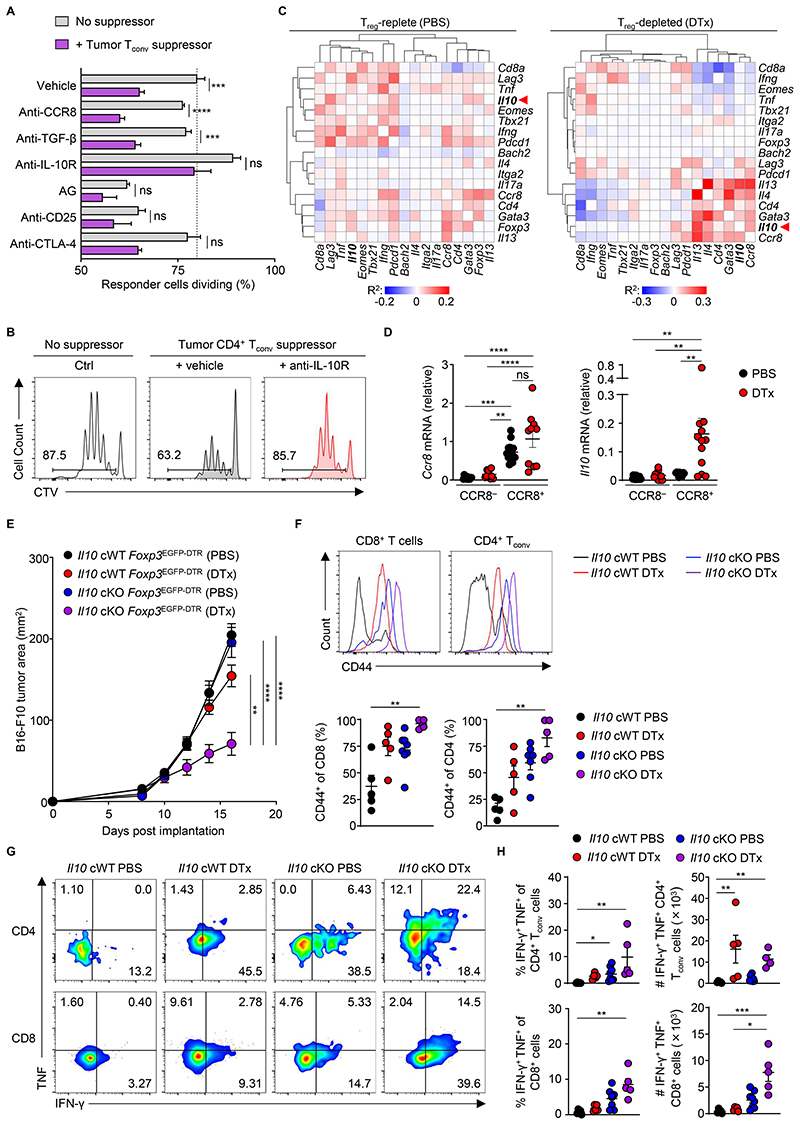
IL-10 production by CD4^+^ T_conv_ cells limits anti-tumor immunity upon T_reg_ cell depletion. (**A**) Screen to identify mechanisms of suppression by CD4^+^ T_conv_ cells from tumors of T_reg_-depleted animals. Proliferation of CTV-labeled naïve splenic CD4^+^ T_conv_ responder cells (T_resp_) cultured alone or at a ratio of 8:1 with CD4^+^ *Foxp3*^EGFP−^ T_conv_ suppressor cells (T_supp_) isolated at day 16 from B16-F10 tumors of DTx-treated *Foxp3*^EGFP-DTR^ animals. Cells were cultured alone (gray) or with suppressors (purple) and with indicated reagents. AG, aminoglutethimide. CD45.2^+^ GFP^−^ T_conv_ suppressor cells were co-cultured with 1.25×10^4^ suppressor CD4^+^ T_conv_ cells in the presence of 5.0×10^4^ antigen-presenting cells (APC). Data are representative of 2 independently repeated experiments n > 3. *P* values show significance of difference between no suppressor and suppressor (Student *t* test) and are Bonferroni corrected. (**B**) Representative frequency of dividing T_resp_ cells incubated with tumor CD4^+^ GFP^−^ T_conv_ cells in the presence of anti-IL-10R antibodies or vehicle. T_resp_ cells without tumor T_conv_ cells were used as a control. (**C**) Co-correlation between the expression of indicated genes within single cell gene expression profiles of T cells from tumors of PBS- or DTx-treated B16 tumor-bearing *Foxp3*^EGFP-DTR^ animals. Pearson correlation co-efficient values are indicated by color scale and genes are hierarchically clustered to identify clusters of co-expressed transcripts within T cell populations. scRNA-Seq data are representative of 3 biological replicates per group. (**D)** Measurement of *Ccr8* and *Il10* mRNA expression within CCR8^−^ and CCR8^+^ T_conv_ cells from PBS- and DTx-treated animals. Data representative of 3-4 biological replicates per group. ordinary one-way ANOVA, Tukey’s multiple comparisons. ns, not significant. (**E**) Tumor area of heterotopic B16-F10 melanoma tumors at indicated time-points following implantation into *Il10*^flox/flox^ *Cd4*^Cre^ *Foxp3*^EGFP-DTR^ or *Il10*^+/+^ *Cd4*^Cre^ *Foxp3*^EGFP-DTR^ control mice administered DTx or PBS from day 10-16 post-implantation. Data are representative of 2 independently repeated experiments, n > 7. ordinary one-way ANOVA, Tukey’s multiple comparisons. (**F**) Representative histograms (top) and replicate measurements (bottom) of the frequency of CD8^+^ CD44^+^ T cells and Foxp3^−^ CD4^+^ CD44^+^ T_conv_ cells from tumors of animals within indicated treatment groups. (**G**) Representative frequency and (**H**) replicate measurements of the frequency (top) and total counts (bottom) of CD8^+^ IFN-γ^+^ TNF^+^ T cells within tumors. Data are representative of 2 independently repeated experiments, n > 4, one-way ANOVA, Kruskal-Wallis, Dunn’s multiple comparisons test. *P < 0.05; **P < 0.01; ***P < 0.001, ****P < 0.0001. Error bars show standard error of the mean (s.e.m.)

**Figure 7:**
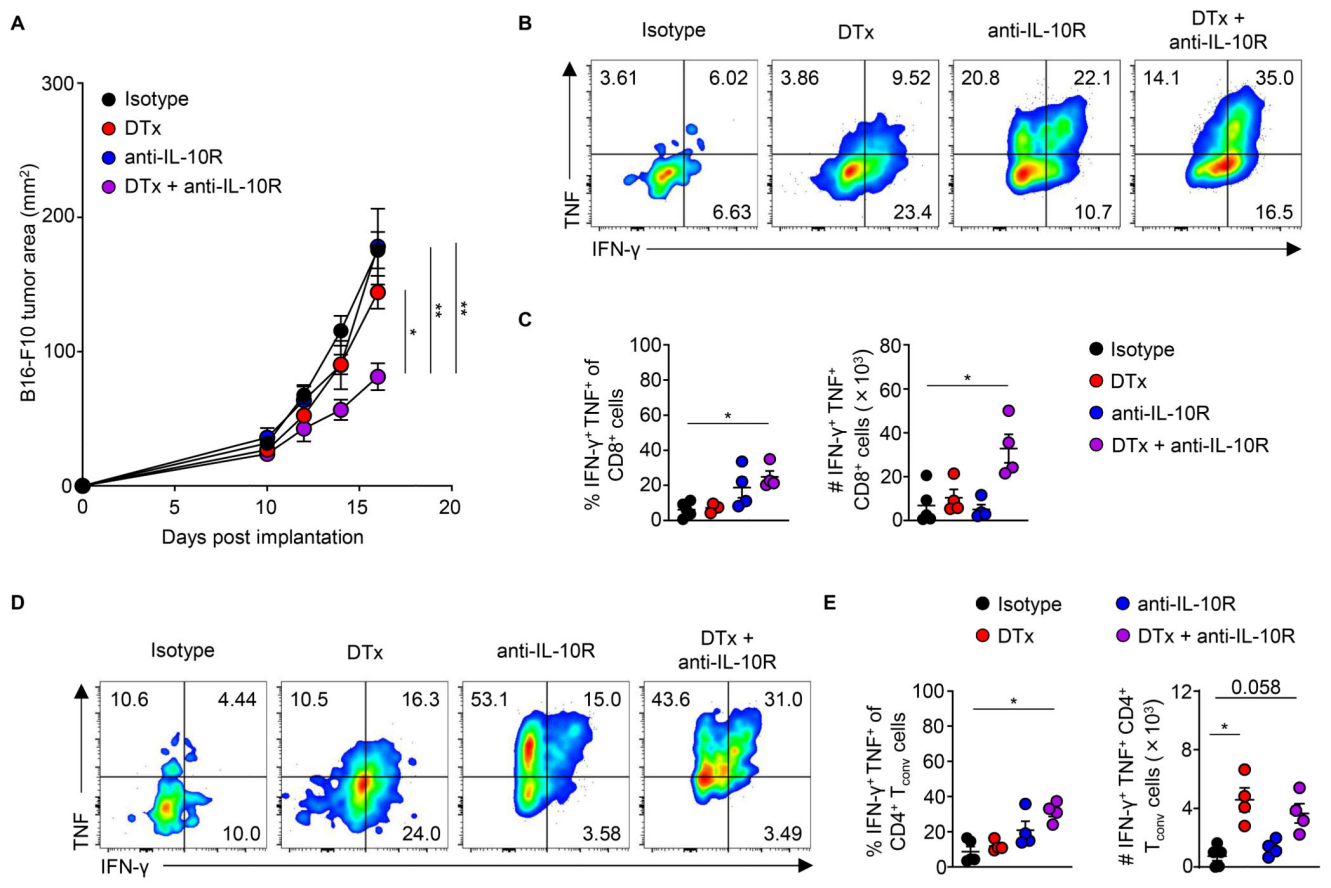
Blockade of IL-10 signaling synergizes with T_reg_ cell-depletion to drive potent anti-tumor immune responses. (**A**) Tumor area of B16-F10 melanoma tumors at indicated time-points following implantation into *Foxp3*^EGFP-DTR^ animals administered indicated combinations of DTx and anti-IL-10R or control reagents from days 10-16 after tumor implantation. Data are representative of 2 independently repeated experiments. n > 10, ordinary one-way ANOVA, Tukey’s multiple comparisons. *P < 0.05 **P < 0.01; (**B**) Representative frequency and (**C**) replicate measurements of the frequency and total counts of CD8^+^ IFN-γ^+^ TNF^+^ T cells from tumors. n > 3, one-way ANOVA, Kruskal-Wallis, Dunn’s multiple comparisons test., *P < 0.05. (**D**) Representative frequency and (**E**) replicate measurements of the frequency and total counts of Foxp3^−^ CD4^+^ IFN-γ^+^ TNF^+^ T cells from tumors. Data from > 2 independent biological replicates. n > 3, Kruskal-Wallis, Dunn’s multiple comparisons test., *P < 0.05; Error bars show standard error of the mean (s.e.m.)

## Data Availability

All bulk RNA-Seq and scRNA-Seq data will be made publicly available under NCBI Gene Expression Omnibus (GEO) accession number GSE236825. All other data needed to support the conclusions of the paper are present in the paper or the Supplementary Materials.

# Supplementary material for: Acquisition of suppressive function by conventional T cells limits anti-tumor immunity upon Treg depletion
**Source:** Sci Immunol. Author manuscript; Available in PMC 2024 Jan 5.
**Supplement:** Supplementary Figures

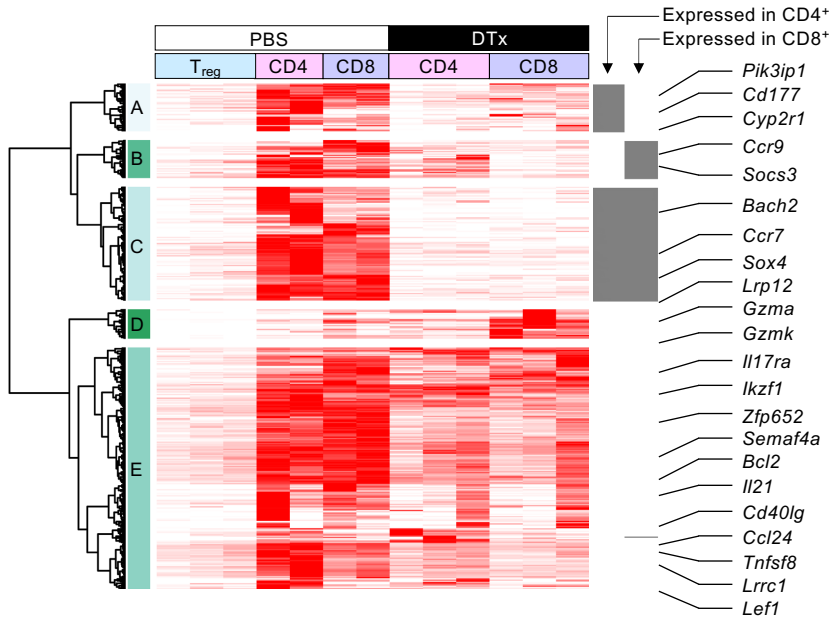

**Figure S1. A majority of transcripts highly expressed within intratumoral T<sub>conv</sub> cells compared with T<sub>reg</sub> cells are downregulated within T<sub>conv</sub> cells upon T<sub>reg</sub> cell ablation.** Heatmap showing the relative expression of transcripts downregulated ( $q < 0.05$ ;  $FC > 4$ ) in intratumoral T<sub>reg</sub> cells compared with tumor CD4<sup>+</sup> T<sub>conv</sub> cells in the indicated T cell subsets from tumors of B16-F10 tumor-bearing *Foxp3*<sup>EGFP-DTR</sup> animals administered either PBS or DTx. Colors indicate expression normalized to row maxima. *x*-axis hierarchical clustering identifies 5 clusters of genes with distinct expression patterns. Gray bars indicate expression that is less than a third the expression of transcripts in intratumoral T<sub>conv</sub> cells under steady-state conditions.

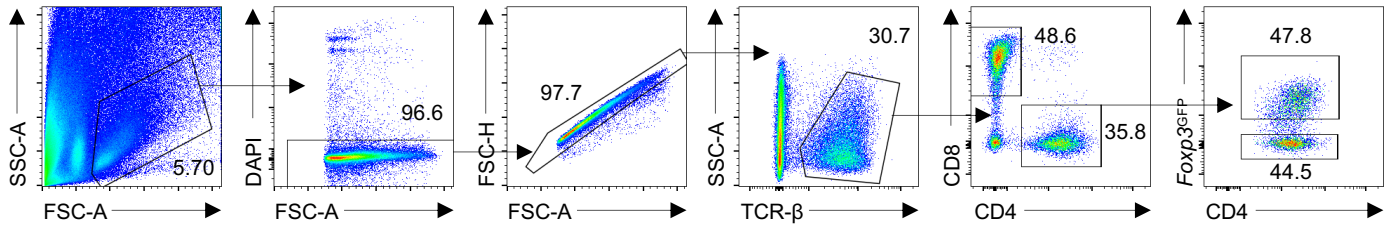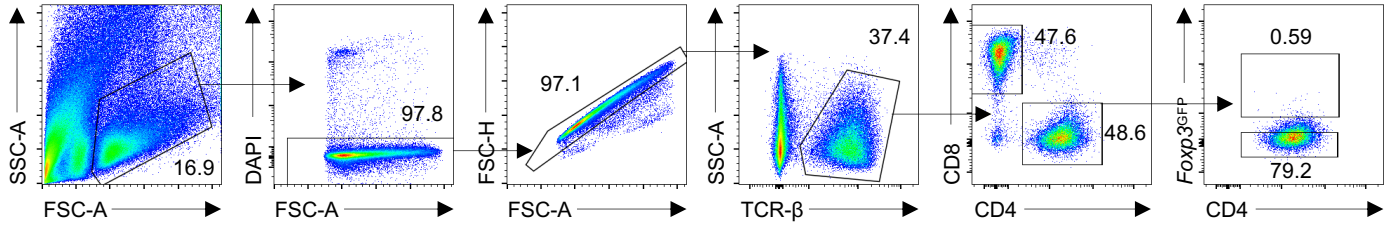

**Figure S2. Isolation of CD4<sup>+</sup> Foxp3<sup>-</sup> T<sub>conv</sub> cells from tumors of murine samples.**

Representative gating strategy showing CD4<sup>+</sup> Foxp3<sup>-</sup> T cells. Numbers are percentages of cells within gate.

**A**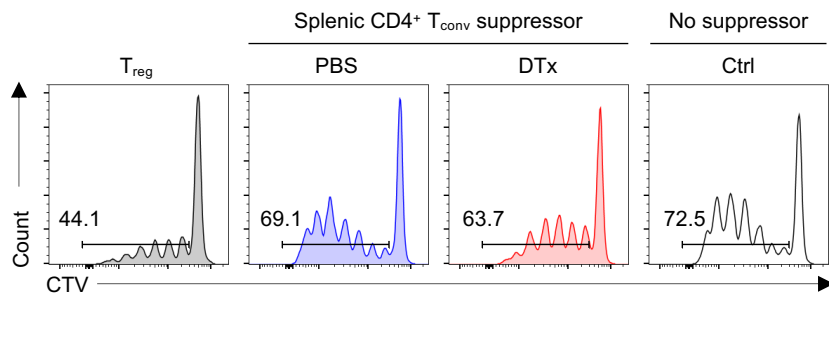**B**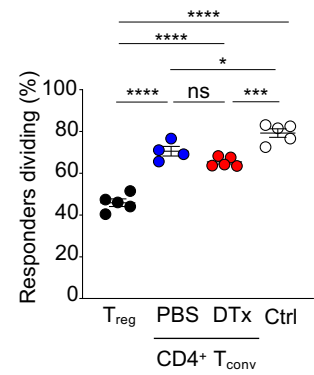**C**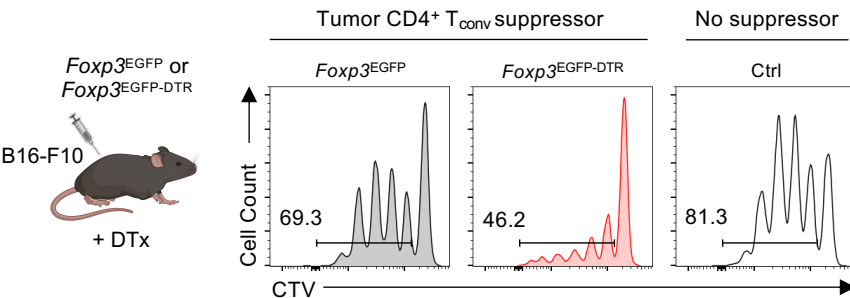**D**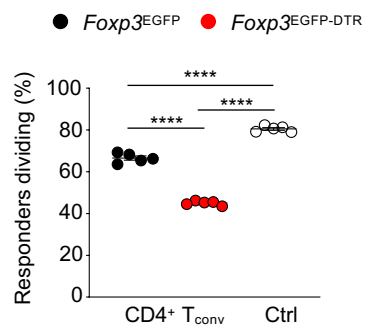

**Figure S3. Increased suppressive function of CD4<sup>+</sup> T<sub>conv</sub> cells from Treg cell-depleted mice.**

(A) B16-F10 cells were subcutaneously implanted into *Foxp3*<sup>EGFP-DTR</sup> mice and cells were isolated from spleens of PBS- and DTx-treated animals at day 16 post-implantation. CD45.2<sup>+</sup> TCRβ<sup>+</sup> CD4<sup>+</sup> GFP<sup>+</sup> T<sub>reg</sub> and TCRβ<sup>+</sup> CD4<sup>+</sup> GFP<sup>-</sup> T<sub>conv</sub> cells were sorted by FACS from spleens and used as suppressor cells. Suppressor cells were co-cultured with responder T (T<sub>resp</sub>) cells (naïve CD45.1<sup>+</sup> CD4<sup>+</sup> T<sub>conv</sub> cells) at a ratio of 1:4, with 2.5×10<sup>4</sup> suppressor CD4<sup>+</sup> T<sub>reg</sub> or T<sub>conv</sub> cells co-cultured with 1×10<sup>5</sup> T<sub>resp</sub> cells in the presence of 5.0×10<sup>4</sup> antigen-presenting cells (APC). TCRβ<sup>+</sup> CD4<sup>+</sup> GFP<sup>+</sup> T<sub>reg</sub> suppressor cells were sorted by FACS from mice treated with PBS only and used as controls. Representative histograms of dividing CD45.1<sup>+</sup> responder cells incubated with splenic T<sub>reg</sub> or T<sub>conv</sub> cells are shown. Naïve T<sub>conv</sub> cells without splenic T<sub>reg</sub> or T<sub>conv</sub> cells were used as a control. (B) Replicate measurements of data shown in (A). Data are representative of > 4 independently repeated experiments, n < 4 per group. \*\*\*\**p* < 0.0001; ns, not significant; ordinary one-way ANOVA, Tukey's multiple comparisons. Bars and error show mean and s.e.m. (C) Experimental schema and representative histograms of dividing CD45.1<sup>+</sup> responder cells incubated with tumor T<sub>conv</sub> cells isolated at day 16 after implantation of B16-F10 tumors in *Foxp3*<sup>EGFP-DTR</sup> and *Foxp3*<sup>EGFP</sup> animals treated with DTx. Naïve T<sub>conv</sub> cells without tumor T<sub>conv</sub> cells were used as control. (D) Replicate measurements of data shown in (C). Data are representative of >2 independently repeated experiments, n < 4 per group. \*\*\*\**p* < 0.0001; ns, not significant; ordinary one-way ANOVA, Tukey's multiple comparisons. Bars and error show mean and s.e.m.

A

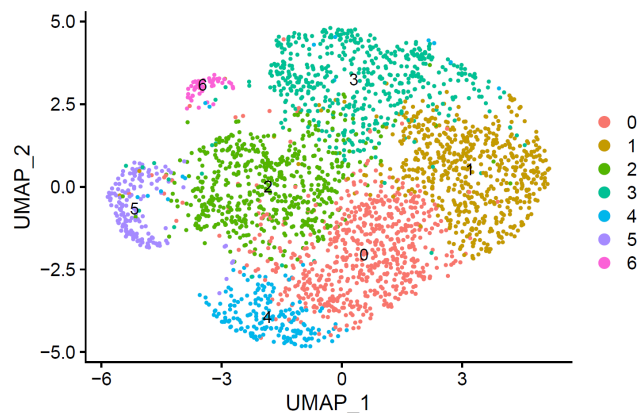

B

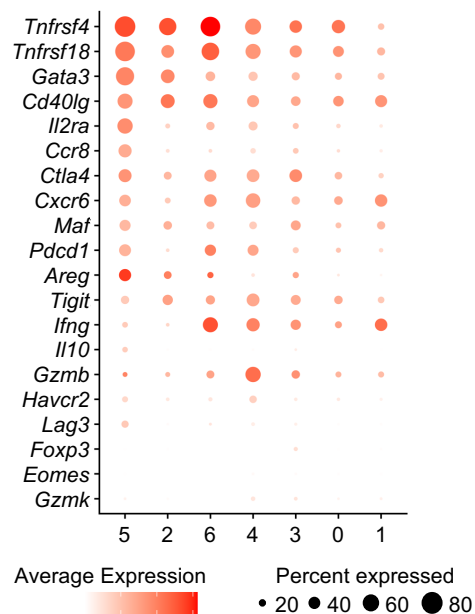

**Figure S4.  $CD4^+$   $T_{conv}$  cells from  $T_{reg}$  cell-depleted mice show an enrichment in expression of transcripts encoding for Th2-like and suppressive function.** **A.** Uniform manifold approximation and projection (UMAP) of Cluster 0 sub-clusters. **B.** Bubble heatmap showing expression of indicated genes across subclusters of Cluster 0.

All groups (PBS and DTx)

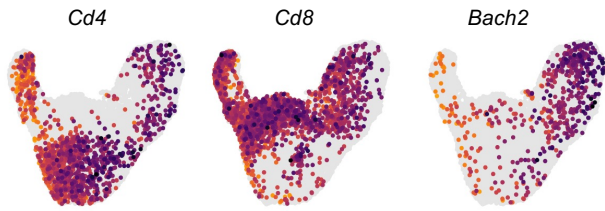

$T_{reg}$ -replete (PBS)

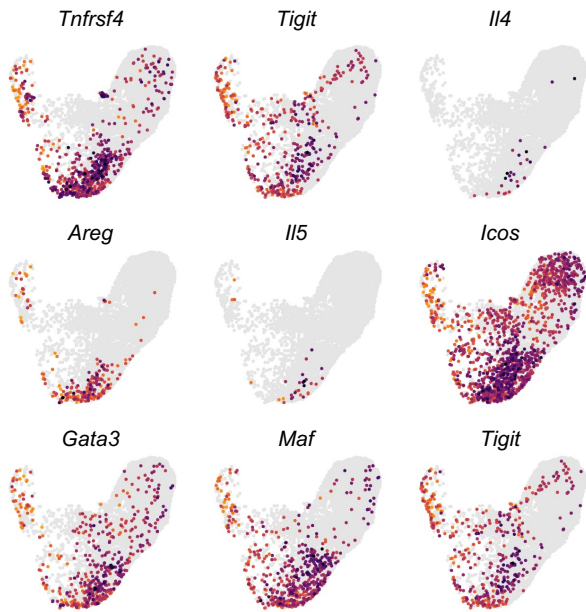

$T_{reg}$ -depleted (DTx)

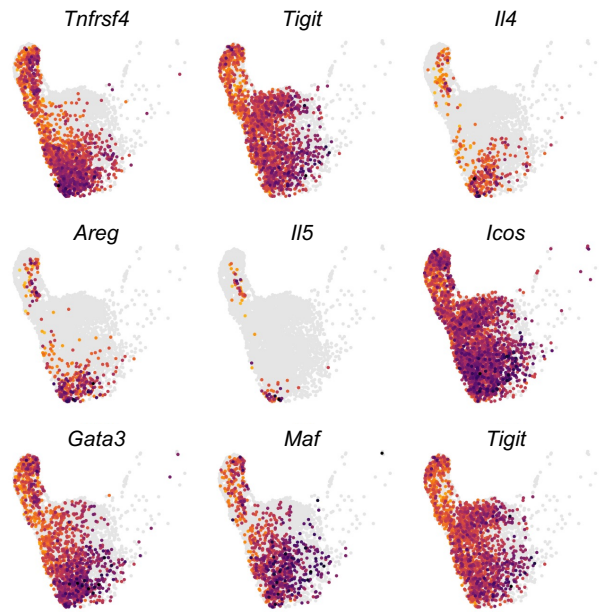

**Figure S5. Markers largely expressed by intratumoral  $Foxp3^{EGFP+}$   $T_{reg}$  cells become expressed by a subset of  $Foxp3^{EGFP-}$   $CD4^{+}$   $T_{conv}$  cells upon  $T_{reg}$  cell depletion.** UMAP plots showing expression of indicated genes within T cells of tumors from tumor-bearing PBS- or DTx-treated  $Foxp3^{EGFP-DTR}$  animals.

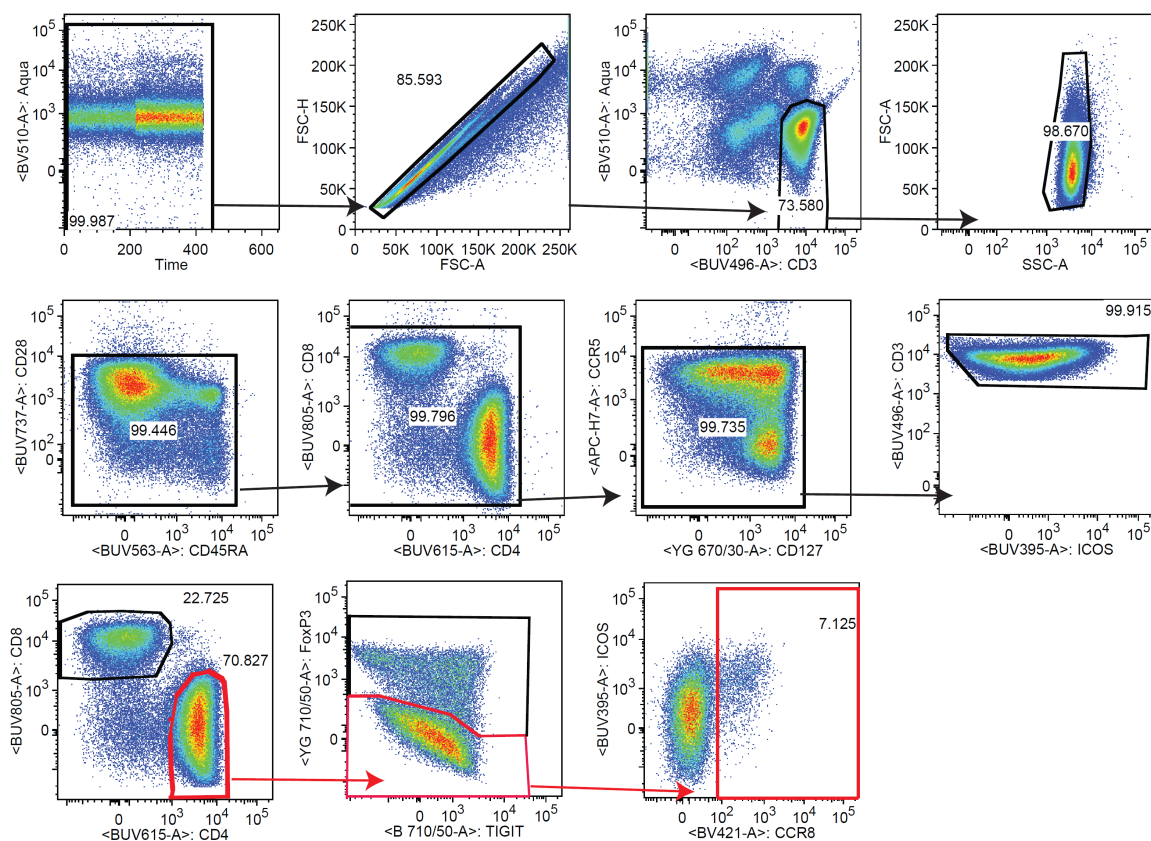

**Figure S6. Isolation of CD4<sup>+</sup> FOXP3<sup>-</sup> T cells from tumors of NSCLC patients.**

Representative gating strategy showing CD4<sup>+</sup> FOXP3<sup>-</sup> CCR8<sup>+</sup> T cells from Fig. 5. Numbers are percentages of positive cells.

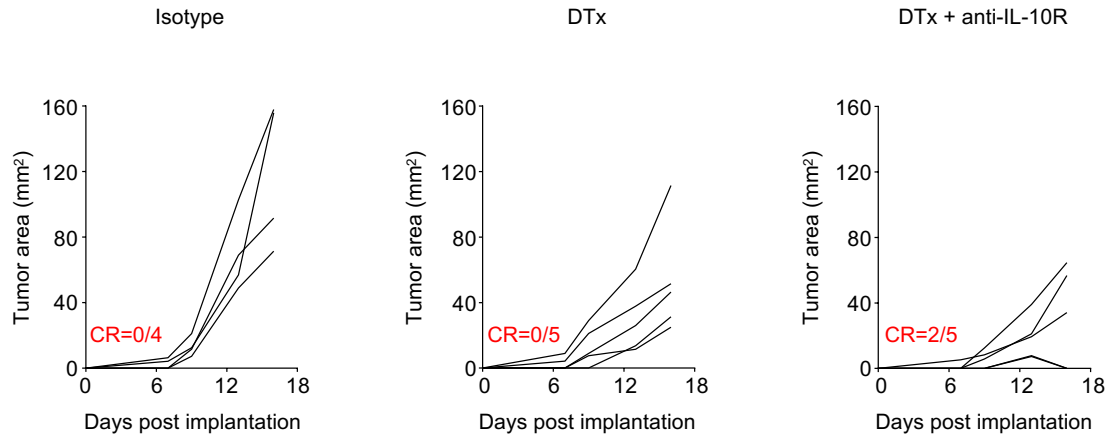

**Figure S7. IL-10 blockade synergizes with early  $T_{reg}$  cell ablation to induce complete responses in a proportion of animals receiving combined therapy.** Tumor area of heterotopic B16-F10 melanoma tumors at indicated time-points following implantation into  $Foxp3^{EGFP-DTR}$  animals administered with indicated combinations of DTx and anti-IL-10R or isotype controls.

How the deposited data were processed for this re-analysis (not part of the article)

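Bulk RNA-Seq libraries of CCR8+ and CCR8- *Foxp3* EGFP- CD4+ T_conv_ cells, 4 of each, were analyzed. The cells came from B16-F10 tumors of *Foxp3* EGFP-DTR mice treated with DTx. Each library was assigned to its population and replicate number by its labels, which match the 8 columns of Data file S5. The paper's other experiments were not analysed here.

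According to the methods, the authors trimmed the reads with Cutadapt, aligned them to NCBIM37 with hisat2, kept uniquely mapped reads and normalized the values to library size with intergenic reads. The versions of these tools, the counting tool and the use of strand are not given in the paper's text. The deposited values are a signal per gene and library, namely read counts divided by a single factor per library. They are named FPM, but their totals were between 11469410 and 14394101 per library rather than 1000000. Every value was a whole multiple of the value of 1 read, which was between 0.735 and 1.14 normalized counts, so whole reads were recovered for 100% of values in all 8 libraries. The value of 1 read times the size factor that DESeq2 computes from the recovered reads was between 0.9797 and 0.9884. The deposited values were therefore close to read counts divided by that size factor. The values of all 130 genes of Data file S5 equal the deposited ones in all 8 libraries. The step that chose 11233 genes for the table is not described in the paper's text. Of these genes 20 were at 0 in all libraries, and 1 name was listed more than once. The number of columns of per-sample values that were not used was 0.

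The recovered reads came to 13653362, 17802628, 13075352 and 12232353 in CCR8- replicates 1 to 4 and to 12067780, 15586615, 12621542 and 15910074 in CCR8+ replicates 1 to 4. A gene at 3 reads had between 2.21 and 3.42 normalized counts, and lower values were not told apart from 0. These limits cover counting error only, since the libraries carry no molecular identifiers and were amplified from little RNA.

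The deposited values were used without further scaling, because they are normalized and not raw counts. Differences between CCR8+ and CCR8- cells were tested with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1) with an intensity trend, over the 11032 genes with a mean of at least 10 and with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and a fold change above 3, the limits in the legend of Fig. 4A. Single genes and gene lists also had exact two-sided permutation tests over the 70 assignments of the labels. The result of a gene list is the median log2 fold change of its genes minus that of the other tested genes. The correlation with T_reg_ and T_conv_ cells used the replicate values that the paper lists in Data files S1 and S2.

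The replicate numbers pair the libraries, since both populations carry the numbers 1 to 4 in the labels and in Data file S5. The paper's text does not state that a number stands for a mouse, and the methods name no block. Deviations from the group means correlated by 0.0682, 0.138, 0.108 and 0.217 within the 4 same-numbered pairs, and by between −0.17 and 0.10 for differently numbered libraries. Results are therefore given with and without the replicate number as a block, and permutations within pairs used 16 swaps.

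The genes named are those the text, Fig. 4A and Fig. 4C name, the genes of the proteins in Fig. 4E, and marker genes of the sort and of other cell types. The rule also took in the 10 genes with the largest change among those called and changed the same way in all 4 pairs, of which there were 0. Some of the named genes, among them *Foxp3* and *Cxcl13*, were not analysed here. Some genes of the fixed lists are not reported here, and the results of those lists are over the remaining genes, a change made after the values were seen.

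Alternatives were other scalings (a total of 1000000 per library, TMM factors, quantile normalization), pseudocounts of 0.1 and 10, no limit on the mean and a limit of 100, the replicate block, leaving out each replicate number, limma without the trend or with robust variance estimates, and for gene lists fgsea 1.28.0, camera and 10000 random lists matched on mean expression. On the recovered reads, edgeR 4.0.16 (quasi-likelihood test) and DESeq2 1.42.0 (Wald test) were run with and without the block. DESeq2 without its filters, limma with library quality weights and DESeq2 with each replicate number left out were chosen after seeing the data. The design, the gene lists and the other alternatives were fixed before the data were examined, apart from the glycolysis, hypoxia and cell cycle lists. Data file S5, which holds the values of 130 genes in these libraries, could be read when they were fixed, and some list genes are in it.

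The tests were run on simulated data with 200 genes changed by a log2 fold change of 3. With low spread, limma, edgeR and DESeq2 each recovered 200 of the 200 among 11012 tested genes, with 0 false calls. With the spread of the real libraries, 10684 genes were tested, and limma recovered 96 of the 200 with 3 false calls, limma with the block 94 with 7, edgeR 98 with 3 and DESeq2 134 with 62. A simulated list of 240 genes lowered by 0.8 was found at −0.80 with an exact permutation p of 0.0286. All simulated genes varied independently of each other, whereas genes of the real libraries vary together. The simulation therefore cannot show that the permutation test would find such a shift in the real libraries.

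Gene positions, exons, transcript length and GC content were taken from GENCODE M21 on GRCm38. Of 11232 gene names, 10835 matched by symbol and 333 by an older symbol.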

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

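For the libraries that stood apart, the test of uneven amplification was set before its result was seen, and the tests of scaling and of the response in replicate 3, and both tests on melanoma and myeloid genes, were chosen only after the result was seen. Whether a library lay apart from the other 3 of its group was tested first on the log2 scale. The linear scale was added later, when the values were known and *Il10* in CCR8+ replicate 3 had been seen to lie apart on it. Over 76 groups on each scale (38 genes in both populations) and 10 groups of library measures, 8 groups had a library apart, where 8.1 of the 162 are expected by chance. On the linear scale alone there were 7, against 3.8 expected. The expected numbers assume normally distributed, independent values. Linear values were skewed for some genes, with an SD above the mean for *Il10* in both populations, and genes vary together. The 7 groups are therefore no evidence of more libraries apart than by chance.

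On the linear scale, 6 of the 7 were CCR8+ replicate 3, which was far above the other CCR8+ libraries for *Il2ra* (12117.2 normalized counts, 3.27 times the next library), *Areg* (25704.4, 3.65 times), *Il10* (18129.6, 5.27 times), *Il5* (43276.2, 3.19 times), *Cd81* (3462.4, 1.98 times) and *Il4* (13172.1, 3.69 times). None of the 6 stood apart on the log2 scale on which the differences were tested. A scaling factor that raised all values of the library was tested by its median log2 difference to the mean of the 3 other CCR8+ libraries over all tested genes, which was −0.01, so scaling alone does not explain these values. A stronger response in the tumor of replicate 3 was tested by whether CCR8- replicate 3 was also the highest of the CCR8- libraries. It was for 2 of the 6 genes, where 1 in 4 is expected by chance. So few genes cannot exclude that explanation, and the mean of the Th2 genes, a list that shares genes with these 6, was highest in replicate 3 of both populations (10.59 in CCR8- and 13.00 in CCR8+ cells). Uneven amplification of little RNA was tested by counting, among 2663 genes with a mean of at least 1000, those at 2 or more times the highest of the 3 other libraries of the group. There were 65 in CCR8+ replicate 3, compared with 12, 1 and 12 in CCR8+ replicates 1, 2 and 4, and 116, 0, 21 and 53 in CCR8- replicates 1 to 4. A library of the other population with many genes missing, CCR8- replicate 1, had more. The pattern cannot be told apart from uneven amplification. Without replicate 3 the log2 fold change was 0.87 for *Il2ra*, 0.84 for *Areg*, 3.84 for *Il10*, 2.48 for *Il5*, 0.99 for *Cd81* and 0.37 for *Il4*, so each kept its direction.

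*Cd226* in CCR8- replicate 3, at 1299.1 normalized counts, lay below the other CCR8- libraries, which were between 1670.6 and 1739, on both scales. On the log2 scale it was the only one of the 76 groups with a library apart, where 3.8 are expected by chance, and neither a technical nor a biological explanation was tested.

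Melanoma genes (*Pmel*, *Mlana*, *Tyrp1*, *Dct*, *Tyr*, *Mitf* and *Sox10*), which the paper does not discuss for these cells, were read in all 8 libraries, up to 1577 reads per 1000000 in CCR8+ replicate 4. The other libraries had 7.84, 337, 486 and 1252 reads per 1000000 in CCR8- replicates 1 to 4 and 23.6, 395.5 and 16.1 in CCR8+ replicates 1 to 3. Tumor cells or their RNA in the sorted cells were tested by whether the 7 genes rise and fall together over the libraries. Their mean pairwise correlation was 0.92, above the median of 0.04 and the 95th percentile of 0.30 of random gene lists matched on mean expression, which is consistent with tumor RNA in the sorts. Their mean log2 fold change between the populations was −1.28 (exact permutation test, p = 0.714, adjusted p = 0.929 over 13 lists), lower in CCR8+ cells in 2 of 4 pairs. It was between −1.83 and 0.13 with each replicate number left out. No biological explanation was tested.

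Myeloid genes (*Lyz2*, *Csf1r*, *C1qa*, *C1qb*, *Cd14*, *Fcgr1*, *Adgre1* and *Itgam*) came to 3456 reads per 1000000 in CCR8- replicate 4, and to 1.61, 224 and 65.5 in CCR8- replicates 1 to 3 and 1950, 1136, 175 and 971 in CCR8+ replicates 1 to 4. Their mean pairwise correlation over the libraries was 0.88, above the 95th percentile of 0.26 of random lists, so myeloid cells or their RNA in the sorted cells remain a candidate source. The mean log2 fold change was 2.56 (exact permutation test, p = 0.314, adjusted p = 0.511 over 13 lists), higher in CCR8+ cells in 3 of 4 pairs (8.81, 2.09, 0.93 and −1.61). It was between 0.47 and 3.94 with each replicate number left out, and the largest pair is that of CCR8- replicate 1, the library with most genes missing. Genes that both T cells and myeloid cells express, or that follow these lists over the libraries, could therefore carry a share of such RNA. How large that share is was not tested.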

How the results depend on the processing

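DESeq2 without its filters, limma with library quality weights and DESeq2 with each replicate number left out were chosen only after values were seen, as were the tests of the DESeq2 counts on other splits.

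The count of differentially expressed genes was 0 under the other scalings, pseudocounts and limits on the mean, robust variance estimates, edgeR with and without the block, each replicate number left out, and adjusted p alone. Between 363 and 725 genes had an unadjusted p under 0.05 under these settings, and 562 in the result as reported. With the replicate number as a block, 1 gene was called, higher in CCR8+ cells. Without the trend, limma called 2, 1 higher and 1 lower (*E230029C05Rik* and *Wdr89*, named after their values were seen). DESeq2 called 23 genes (17 higher, 6 lower), and 80 with the block (47 higher, 33 lower). Without its filters, DESeq2 called 87 (65 higher, 22 lower), and limma with library quality weights called 52 (39 higher, 13 lower), with a weight of 8.72 for CCR8- replicate 2 against 0.134 for CCR8- replicate 1. The DESeq2 count was from 18 to 34 genes across the 4 fits that each left out a replicate number. In simulated libraries with this spread, whose genes varied independently, DESeq2 made 62 false calls beside 134 true ones. There limma made 3 beside 96, so calls were possible with 4 libraries against 4.

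The 8 libraries can be split into 4 and 4 in 35 ways, of which 8, the real one included, part all 4 same-numbered pairs. Since limma called 0 genes in the real split, its count of calls cannot show whether other splits give as many by chance. Its count of genes with an unadjusted p under 0.05 was 562 in the real split, the largest of the 8, against 116 to 367 in the other 7. For DESeq2, 1 of the 8 splits gave as many, the real one, with 23 genes against 0 to 7 in the other 7 splits. With the block, 1 of 8 gave as many, the real one, with 80 against 0 to 16. The smallest share that 8 splits allow is 12.5%, so chance cannot be excluded. Of the 27 splits that part fewer pairs, 2 gave as many genes by DESeq2 as the real split, and they ranged from 0 to 103. By limma, 5 of the 27 had as many genes with an unadjusted p under 0.05 as the real split, with a range from 180 to 784.

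The shift of the genes of Data file S2, −0.79 as reported, kept its sign under each alternative. It passed the limit of 0.05 at −0.69 with quantile normalization and at −0.80 against matched random lists. The list also passed with fgsea (normalized enrichment score −2.60) and camera (difference of mean moderated t −0.81). These 2 values are not log2 shifts and cannot be set against −0.79. The shift of the genes of Data file S1, 0.42 as reported, passed at 0.37 with quantile normalization and 0.46 with a mean of at least 100. Against random lists it passed at 0.42. That list also passed with fgsea (normalized enrichment score 2.40) and camera (difference of mean moderated t 0.53). The gene-based p values were between 2.3e-08 and 2.9e-04, with 1.0e-04 the smallest the random lists allow, and those over libraries between 0.0286 and 0.5. Leaving out a number or permuting within pairs cannot reach 0.05 in an exact permutation test, since the smallest p values are 0.1 and 0.125, and shows no stability in that respect.

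Of the 5 clusters of Data file S1, B (0.41 as reported) passed at 0.37 with a total of 1000000 per library, 0.36 with quantile normalization, 0.38 with a pseudocount of 10, 0.42 without a limit on the mean and 0.42 with a limit of 100. Cluster D passed at 0.55 with quantile normalization. Cluster A, 0.16 as reported, reversed to −0.15 without replicate 1 and was from −0.15 to 0.35 across the 4 fits. The correlation, 0.27 as reported, passed under each scaling, pseudocount and limit. It no longer passed over Data file S1 alone (0.06) and S2 alone (0.01). With the replicate block (0.27) or a number left out (from 0.19 to 0.31) it could not pass. The smallest exact permutation p values there are 0.125 and 0.1. The mean of the Tr1 genes, −1.93 as reported, stayed below 0 and did not pass the limit under any alternative.

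Of 680 alternative values of the 38 named genes, 618 kept their direction and side of the limit, 46 passed it and 16 reversed, in 5 genes with small changes. Of the 46, DESeq2 gave 6, DESeq2 with the block 16, limma with the block 1, and the settings chosen after seeing the values 9 (DESeq2 without filters) and 14 (weights). *Tigit* was from −0.51 to 0.15 with a number left out and *Ccr7* from −0.12 to 0.68. *Gata3* was −0.01 with quantile normalization, −0.33 with weights and from −0.05 to 0.23 with a number left out. *Ifng* was 0.14 with edgeR, 0.13 with DESeq2 (0.13 without filters), 0.29 with weights and from −0.72 to 0.49. *Prdm1* was 0.03 with edgeR and with both DESeq2 settings, 0.17 with weights and from −0.29 to 0.26. The cause of these changes was not tested. Depth limits *Cxcr5*, *Sod3*, *Eomes* and *Lag3*, which had at most 233 reads in a library, and these 4 have no value with a limit of 100 on the mean.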

Differences from the paper's values

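The log2 fold change of *Cxcr5* is −6.53 by the paper's value in Data file S5 and was −2.74 on the log2(normalized count + 1) scale. Of the alternatives set before the data were examined, the value came within the replicate spread of the paper's without replicate 2 (−3.95), with edgeR (−6.30, and −4.01 with the replicate block) and with DESeq2 (−6.55). It did not with DESeq2 and the block (−2.51), quantile normalization (−1.96), a total of 1000000 per library (−1.53), TMM factors (−2.76), pseudocounts of 0.1 (−3.12) and 10 (−1.65), no limit on the mean, limma with the block (both −2.74), or without replicates 1 (−3.66), 3 (−1.11) and 4 (−2.25). DESeq2 without its filters, chosen after seeing the values, also gave −6.55, while library quality weights, chosen likewise, gave −0.30, further from the paper's value. With the CCR8+ libraries at or under 3 reads, the value depends on the pseudocount, so these comparisons cannot show which value is right.

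For *Sod3*, at 0 in all 4 CCR8+ libraries, the paper's log2 fold change is −8.97 and the value here was −4.92. The gap closed with a pseudocount of 0.1 (−7.40), without replicate 1 (−6.56), with edgeR (−9.59, and −9.29 with the block) and with DESeq2 (−8.97, and −8.13 with the block). It stayed with the other scalings (between −4.98 and −2.32), a pseudocount of 10 (−2.56), no limit on the mean and limma with the block (both −4.92), and without replicates 2, 3 and 4 (between −4.91 and −4.06). DESeq2 without its filters (−8.97) and library quality weights (−7.02), both chosen after seeing the values, closed it too. With all 4 CCR8+ libraries at 0, the value follows the pseudocount (−2.56 at 10, −4.92 at 1 and −7.40 at 0.1). Whether the gap closes therefore cannot show which value is right, and only a lower bound can be given. Against the value of 3 reads, *Sod3* was at least 30.4-fold lower in CCR8+ cells.

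*Ifng* has a log2 fold change of about 0.1 in Fig. 4C, read by eye, and −0.34 here. It had the sign of the paper's value without replicate 3 (0.49), with edgeR (0.14) and with DESeq2 (0.13), and the opposite sign under the other alternatives set before the data were examined (between −0.72 and −0.22). After seeing the values, DESeq2 without its filters (0.13) and library quality weights (0.29) were added, and both gave the paper's sign.

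By the paper's adjusted p and fold change in Data file S5, 39 of the listed genes pass the limits in the legend of Fig. 4A, an adjusted p under 0.05 and a fold change above 3, and limma called 0 genes here, with 562 at an unadjusted p under 0.05. No alternative set before the data were examined came within 1.5 times of the paper's count. DESeq2 called 23 genes, of which 17 are among the 39, DESeq2 with the block called 80 with 21 of the 39, limma without the trend 2, limma with the block 1, and the others 0. Chosen after seeing the values, library quality weights gave 52 genes with 12 of the 39, and DESeq2 without its filters 87 genes with 33 of the 39.

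All 130 genes of Data file S5 lie within an adjusted p of 0.2 and a fold change above 2 by the paper's values, and limma called 0 genes at those limits. DESeq2 gave 62, DESeq2 with the block 240, limma with the block 6, edgeR with the block 5 and limma without the trend 3, none of which closed the gap. DESeq2 without its filters, chosen after seeing the values, gave 170 genes, within 1.5 times of the paper's count, and library quality weights, chosen likewise, 340.

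The paper states that *Tnfrsf9*, *Il2ra*, *Areg* and *Il10* are enriched in CCR8+ cells. Each was higher in 4 of 4 pairs here, but limma's adjusted p over all tested genes was 0.788 for *Tnfrsf9* and 0.838 for the other 3. Adjusted p values under 0.05 were reached by DESeq2 for *Tnfrsf9* (0.00137), by DESeq2 with the block for *Tnfrsf9* (7.3e-04), *Il2ra* (0.0496) and *Il10* (3.6e-05), and, chosen after seeing the values, by DESeq2 without its filters for *Tnfrsf9* (1.3e-04) and *Areg* (0.028) and by library quality weights for *Tnfrsf9* (0.019) and *Il10* (0.032). Over their settings, limma, edgeR and DESeq2 gave adjusted p values up to 0.999 for these genes.

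Fig. 4B shows genes higher in T_conv_ cells shifted down in CCR8+ cells as a set. The genes of Data file S2 were shifted by −0.79, with p = 0.171 in the exact permutation test of libraries, and past p = 0.05 with quantile normalization (−0.69), fgsea (−2.60), camera (−0.81) and matched random lists (−0.80). A label of Fig. 4A reads *Cxcl13*, while Data file S5 lists *Cxcl3*, which had a log2 fold change of 2.72 here.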

Other observations

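The tests of missing genes and depth in CCR8- replicate 1, of the Th2 genes and of NK, myeloid and dendritic genes were chosen only after related values were seen, in the last case in Data file S5. The lists of glycolysis and hypoxia genes and of cell cycle genes were written without their members' values, but after related genes had been seen.

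The paper reports the proteins of Fig. 4E as higher in CCR8+ cells, by flow cytometry of other cells. Their transcripts were read here as follows. *Il2ra* (CD25) had a log2 fold change of 1.25 (exact permutation test, p = 0.0857) and was higher in 4 of 4 pairs. *Tnfrsf4* (OX40) had 42269 ± 11152 normalized counts (SD, n = 4) in CCR8+ and 33881 ± 14032 (SD, n = 4) in CCR8- cells, a log2 fold change of 0.37 (exact permutation test, p = 0.371). *Tnfrsf18* (GITR) had a log2 fold change of 0.45 (exact permutation test, p = 0.314), and both were higher in 3 of 4 pairs. *Lag3* was read little, with 188 reads in CCR8+ and 63 in CCR8- libraries and a log2 fold change of 1.90 (exact permutation test, p = 0.171). *Tigit* had 2402 ± 1090.4 (SD, n = 4) and 2778 ± 1330.2 (SD, n = 4) normalized counts, a log2 fold change of −0.19 (exact permutation test, p = 0.686), and was higher in 2 of 4 pairs. *Gata3* had 8760.5 ± 3936 (SD, n = 4) and 8076 ± 2492 (SD, n = 4), a log2 fold change of 0.08 (exact permutation test, p = 0.8), and was higher in 3 of 4 pairs. The signs of *Tigit* and *Gata3* changed without replicate 1 and without replicate 3, respectively.

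Most of the Th2 genes were higher in CCR8+ cells, but *Gata3* hardly changed. The mean log2 fold change of 8 genes was 1.59 (exact permutation test, p = 0.0286, the smallest possible; adjusted p = 0.124 over 13 lists), 7 of 8 genes were higher and 4 of 4 pairs were higher. It was between 1.46 and 1.59 under the 4 scalings, and between 1.32 and 1.83 with each replicate number left out. The 4 genes that are in Data file S5 changed most, *Il10* (3.80), *Il13* (3.38), *Il5* (2.61) and *Areg* (1.39). The other 4 were *Il1rl1* (0.99), *Il4* (0.85), *Gata3* (0.08) and *Maf* (−0.35), with exact permutation p values between 0.2 and 0.8. A Th2-like state of CCR8+ cells may underlie the higher mean. The paper proposes such a state from GATA3 and *Il10* expression and from its single-cell data. However, 4 of the 8 genes are in Data file S5 and were thus known to be higher, so the test could hardly come out otherwise.

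The 23 glycolysis and hypoxia genes of the list that were read (such as *Aldoa*, *Pkm* and *Ddit4*, none of the list being in Data file S5) had a mean log2 fold change of 0.59, with 20 of 23 higher and 4 of 4 pairs higher (1.18, 0.54, 0.31 and 0.34). The exact permutation p was 0.0286, the smallest possible, the adjusted p over 13 lists was 0.124, and within pairs the p was 0.125, also the smallest. The mean was between 0.46 and 0.59 under the 4 scalings and between 0.40 and 0.68 with each replicate number left out. A stronger glycolysis and hypoxia program in CCR8+ cells is a hypothesis that these values allow. Neither the adjusted p nor the test within pairs passes, the genes are co-regulated, and the largest difference is in the pair with CCR8- replicate 1, the library with most genes missing. Myeloid RNA was not tested as a source of these values. In pair 4 the myeloid list was lower in CCR8+ cells (−1.61), whereas the glycolysis and hypoxia list was higher (0.34).

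Residual T_reg_ cells in the CCR8+ sort were tested as a source of the shift in T_reg_ genes. The mean log2 fold change of *Ikzf2*, *Lrrc32*, *Ikzf4* and *Nrp1* was 0.07 (exact permutation test, p = 0.971), with 1 of the 4 genes higher, and it was higher in 1 of 4 pairs, from −0.22 to 0.20 with each replicate number left out. *Il2ra* (1.25) and *Ctla4* (1.34), which are also in the list of T_reg_ genes but were not among the 4 set for the test, were higher in 4 of 4 pairs. Residual T_reg_ cells are therefore not excluded. More proliferating cells were tested with 30 cell cycle genes, whose mean log2 fold change was 0.20 (exact permutation test, p = 0.629), higher in 3 of 4 pairs and from −0.09 to 0.72 with each number left out, so this explanation stays open.

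Within Data file S1, the shift of the 5 clusters was 0.16 for cluster A, 0.41 for B, 0.55 for C, 0.37 for D and 0.56 for E. Exact permutation p values were 0.83, 0.0571, 0.343, 0.114 and 0.371, and 0.83, 0.286, 0.464, 0.286 and 0.464 after adjustment over the 5. Within the pairs as a block they were 1, 0.125, 0.25, 0.125 and 0.25. The shift was positive in 4 of 4 pairs for B and C, in 3 for D and E and in 2 for A. Differences between the clusters were not tested.

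NK cells, myeloid cells or dendritic cells in the CCR8- sort were considered for the genes lower in CCR8+ cells. The 4 NK genes (*Klrb1c*, *Ncr1*, *Klra7* and *Klra9*) were at 0 in each CCR8+ library, with a mean log2 fold change of −3.25 (exact permutation test, p = 0.0286; adjusted p = 0.124 over 13 lists; lower in 4 of 4 pairs). It was between −3.29 and −1.40 under the 4 scalings, with p = 0.0857 in the exact permutation test under quantile normalization. Singly, *Klrb1c* was lower in 3 of 4 pairs and each of the others in 2. *Klra9* was read only in CCR8- replicates 1 (309.3 normalized counts) and 2 (16.17), so pair 1 rests on it alone. *Ncr1* and *Klra7* were read only in CCR8- replicates 3 and 4, so the 4 genes did not rise together. Since 3 of the 4 genes are in Data file S5, the test could hardly come out otherwise, and the source of these reads stays open. *Eomes*, *Gzmk* and *Itga2*, which were lower in most pairs, are also expressed by NK cells, so a few such cells in the CCR8- sort could contribute to them. For dendritic cells the mean log2 fold change was −0.98 (exact permutation test, p = 0.0571, lower in 4 of 4 pairs; p = 0.486 under quantile normalization), but 3 of the 5 genes were higher, and the 2 lower ones were *Cd209a* (−4.83) and *Itgax* (−2.33). In Data file S5 are 2 genes of this list. Myeloid genes went the other way, at 2.56 (between 0.47 and 3.94 with each replicate number left out, and lower in CCR8+ cells in pair 4; exact permutation test, p = 0.314), but the library with most myeloid reads is CCR8- replicate 4, so myeloid cells in that sort are not excluded.

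CCR8- replicate 1 stood apart from the other libraries, on the first principal component, which held 40.5% of the variance. Of all libraries it had the fewest genes detected, 8569, and 242 genes were at 0 in it with at least 100 normalized counts in the other 7. Lower sequencing depth was tested, and it held place 5 of 8 from the fewest reads. The 242 missing genes were more than in any other library (44 in CCR8+ replicate 1, 36 in CCR8+ replicate 3). Loss of transcripts during amplification of little RNA would leave such gaps, but this count describes the pattern and is no separate test of that cause, which stays open. CCR8+ replicate 1 and CCR8+ replicate 3 were set apart in turn by the next components (20.2% and 17.8%). No biological explanation was tested.

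Other technical properties gave no sign of driving the differences between the populations. The recovered reads did not differ (exact permutation test, p = 0.943). Across 10968 tested genes with a transcript, Spearman's rho of the log2 fold change was −0.09 with transcript length and −0.01 with GC content. Among the genes of Data file S5, 9 were above 0 in only 1 of the 8 libraries, and of the 87 genes called by DESeq2 without its filters 44 were, so that their values rest on a single library each.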
